# Calcium-signaling proteins mediate the plant transcriptomic response during a well-established *Xanthomonas campestris* pv. *campestris* infection

**DOI:** 10.1038/s41438-019-0186-7

**Published:** 2019-09-11

**Authors:** Maria Tortosa, Maria E. Cartea, Pablo Velasco, Pilar Soengas, Victor M. Rodriguez

**Keywords:** Biotic, Plant signalling

## Abstract

The plant immune system is divided into two branches; one branch is based on the recognition of pathogen-associated molecular patterns (PAMP-triggered immunity), and the other relies on pathogenic effector detection (effector-triggered immunity). Despite each branch being involved in different complex mechanisms, both lead to transcription reprogramming and, thus, changes in plant metabolism. To study the defense mechanisms involved in the *Brassica oleracea*–*Xanthomonas campestris* pv. *campestris* (Xcc) interaction, we analyzed the plant transcriptome dynamics at 3 and 12 days postinoculation (dpi) by using massive analysis of 3′-cDNA ends. We identified more induced than repressed transcripts at both 3 and 12 dpi, although the response was greater at 12 dpi. Changes in the expression of genes related to the early infection stages were only detected at 12 dpi, suggesting that the timing of triggered defenses is crucial to plant survival. qPCR analyses in susceptible and resistant plants allowed us to highlight the potential role of two calcium-signaling proteins, *CBP60g* and *SARD1*, in the resistance against Xcc. This role was subsequently confirmed using Arabidopsis knockout mutants.

## Introduction

Plant leaves are relatively isolated from the environment by physical barriers (i.e., the cuticle) that prevent desiccation and the penetration of phytopathogens. However, leaf metabolism requires gas and water interchange with the environment through pores that interrupt this barrier surface. These pores (stomata or hydathodes on the leaf margin), together with wounds in leaf tissues, are the entry points of pathogenic bacteria to the intercellular space where they can proliferate.

Unlike metazoans, plants lack mobile defender cells and an adaptive innate immune system, so plant defense relies on the capacity of individual cells to sense and respond to pathogens by reprogramming cell metabolism to induce the expression of defense genes^1^. Jones and Dangl^2^ model the plant cell immune system in a zigzag response organized at two different levels. The early basal response or PTI (Pathogen-associated molecular pattern (PAMP)-triggered immunity) is triggered upon the recognition of PAMPs on the cell surface and can prevent pathogen colonization of the cell^3^. However, compatible pathogens can overcome this first barrier of the immune system and trigger a second level of defense called ETI (effector-triggered immunity), mediated by NB-LRR proteins, which occurs mainly intracellularly^2,4^. The burst of these mechanisms of defense has also been associated with the activation of HR (hypersensitive response) and SAR (systemic acquired resistance)^5^. Several studies have revealed a high percentage of overlapping networks between the PTI and ETI phases^6,7^ to the extent that most authors consider the PTI a weak variant of ETI^8^. However, Pombo et al.^9^ reported that as little as 14% of the transcriptomic changes occur in response to the attack of *Pseudomonas syringae* on tomato plants are common between PTI and ETI responses. This apparent contradiction could be explained by the use of different plant-pathogen systems. Tsuda and Katagari^3^ reviewed the plant mechanisms in the response to different bacterial PAMPs and effectors, concluding that different PAMPs trigger the PTI response through common signaling pathways, whereas the cellular response to different pathogen effectors diverges among microbial types.

The immune response burst is driven by extensive transcriptional reorganization. Early response to pathogen recognition involves an increase in cytosolic secondary messengers to amplify the immune response through the activation of transcription factors. Increased intercellular Ca^+2^ levels along with ROS production play a pivotal role in this response. Many Ca^+2^ sensors have been described in land plants that perceive changes in cytosolic Ca^+2^ levels and transduce it into a downstream signaling response^10^. Intracellular Ca^+2^ sensors are represented by three families, i.e., calmodulin (CaM) and calmodulin-like proteins (CMLs), Ca^+2^-dependent protein kinases (CPKs) and Ca^+2^ and calmodulin dependent protein kinases (CCaMK)^11^. These three families can be grouped into two types: sensor relays (CaM and CMLs) and sensor responders (CPKs and CCaMK). Sensor relays function through bimolecular interactions, whereas sensor responders function through intramolecular interactions^12^. However, the mechanism by which plant sensors modulate the plant response to different stimuli remains elusive. The specificity of the Ca^+2^-mediated response can be reached at several levels (for review see ref. ^13^), which includes the spatial and temporal transcriptional regulation of genes involved in the Ca^+2^ downstream signaling network.

With the aim of deciphering the molecular mechanisms involved in the response to bacterial pathogenesis, we investigated the transcriptome dynamics of *Brassica oleracea* in response to *Xanthomonas campestris* pv. *campestris* (Xcc) race 1 infection at 3 and 12 days after inoculation.

## Results

### Global changes in the *B. oleracea* transcriptome after Xcc infection

To identify the genes that were upregulated and downregulated after Xcc infection, we performed a MACE analysis. 

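MACE sequences a tag next to the 3′ end of each captured mRNA, so that the tag count of a transcript does not rise with its length. The 12 libraries came from whole leaves of the susceptible broccoli “Early Big”, with 3 libraries of control leaves and 3 of leaves inoculated with Xcc at 3 dpi, and as many of each at 12 dpi. Each library is a biological replicate, numbered 1 to 3 at 3 dpi and 4 to 6 at 12 dpi. The authors removed PCR copies with TrueQuant and deposited the tag counts per transcript and library without normalization. Beside them they deposited pooled CPM of each group, and the log2 fold changes, p-values and false discovery rates of their own test. The aligner and the genome build are not given in the sources used here. At 3 dpi, control libraries held from 9030420 to 12417268 tags with a median of 11136584, and inoculated libraries from 8183570 to 8617316 with a median of 8470572. At 12 dpi, control libraries held from 5145430 to 8697448 tags with a median of 6650440, and inoculated libraries from 5068050 to 6848855 with a median of 5829358. Counts of the 6 libraries of a time point were scaled by edgeR's TMM method. Inoculated and control leaves were then compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over transcripts passing edgeR's filterByExpr with a minimum count of 10. Transcripts were called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1, which are the paper's thresholds. Levels of transcripts are TMM-scaled CPM, as mean ± SD of 3 libraries, and fold changes are inoculated over control. Standard errors of log2 fold changes are approximate values derived from the F statistic of the test. For a single transcript, 3 libraries against 3 can be split in 10 ways, so an exact permutation test cannot go below p = 0.1 (two-sided). The adjusted p-values rest instead on a spread estimated across transcripts. Pearson's r between replicates was computed across transcripts, which are not independent replicates. It lay between 0.981 and 0.982 for controls and between 0.979 and 0.981 for inoculated leaves at 3 dpi, and between 0.966 and 0.972 for inoculated leaves at 12 dpi. Among the 12 dpi controls, replicates 4 and 5 had r = 0.968, while replicate 6 had r = 0.928 with replicate 4 and 0.914 with replicate 5. The 10 transcripts with the highest mean count over all 12 libraries took 10.5% of the tags of replicate 6. They took 4.6% in replicate 4 and 5.1% in replicate 5, and from 13.9% to 17.1% in libraries of 3 dpi. Replicate 6 was kept as a control.

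**Figure D1:**
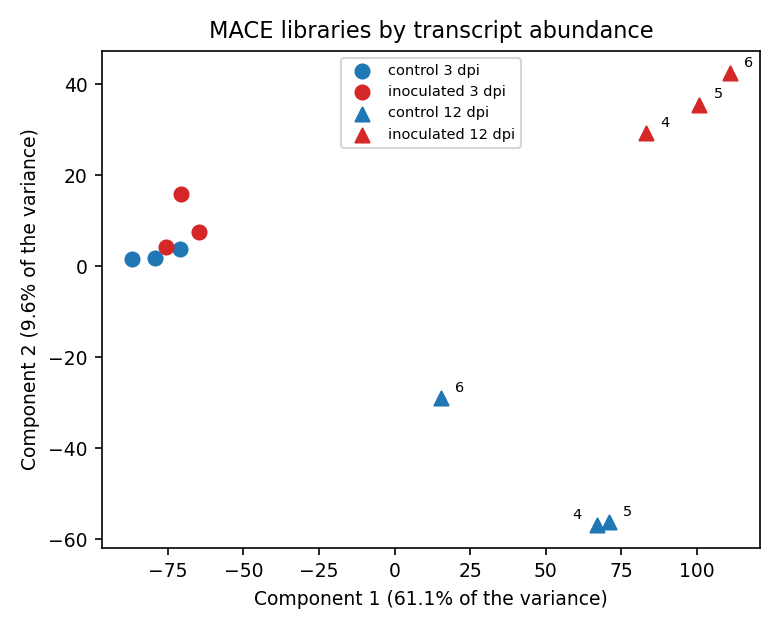
The 12 MACE libraries on the first principal components of their log2 CPM; the x axis is component 1 (61.1% of the variance), the y axis component 2 (9.6%), each point is a library, and numbers are replicates at 12 dpi. Libraries of 3 dpi lie together on the left, and control replicate 6 of 12 dpi lies at 15.3 on component 1, apart from control replicates 4 and 5 at 67.1 and 70.9.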

We selected two different time points (3 and 12 dpi) based on previous observations. At 3 dpi, small necrotic lesions were observed at the inoculation points, whereas at 12 dpi, lesions reached the leaf edge and the midrib (Fig. S1). Statistical analysis was carried out within each time point to compare the transcriptomic expression of inoculated vs. control *B. oleracea* plants. An average of 217,132 tag sequences was read from each sample, and 77,637 of them were unambiguously annotated to the databases. 

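The 12 libraries held 8007943 tags on average, and tags were counted on 77636 transcripts. Of these, 2849 were assigned to more than 1 gene as alternatives and took 1.08% of all tags, while 13995 merged more than 1 locus or contig. A gene symbol was given for 19517 transcripts. A further 22694 were described as uncharacterized RNA, with 1.9% of the tags. Between 48061 and 56338 transcripts had at least 1 tag in a library.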

We identified a higher transcriptomic response at 12 than at 3 dpi, albeit in both harvest times, the number of induced transcripts was higher than the number of repressed transcripts (Fig. 1a). 

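At 3 dpi, 23538 transcripts were tested and 153 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 120 of them induced and 33 repressed. At 12 dpi, 23185 transcripts were tested and 402 were called, 392 induced and 10 repressed. Induced transcripts made up 78.4% of the calls at 3 dpi and 97.5% at 12 dpi. Without the fold-change threshold, 287 transcripts were called at 3 dpi and 419 at 12 dpi. The biological coefficient of variation estimated by edgeR was 0.114 at 3 dpi and 0.258 at 12 dpi, and 0.174 at 12 dpi without control replicate 6. The values of inoculated and control libraries did not overlap for 3771 transcripts at 3 dpi (16% of those tested) and for 4773 at 12 dpi (20.6%), where chance gives 10%. Every called transcript was among them. Among the alternative settings, the count at 3 dpi rose most without a filter on low counts, to 327 (188 induced, 139 repressed), and fell most in a fit of all 12 libraries together, to 17 (16 induced, 1 repressed). The count at 12 dpi moved most without that filter, to 1843 (1475 induced, 368 repressed). With 1 library left out, the count at 3 dpi fell to 91 without inoculated replicate 1 and was 137 or more without any of the others. At 12 dpi it rose to 842 without control replicate 6, with 711 transcripts induced and 131 repressed. It fell to 166 without control replicate 4, to 259 without control replicate 5, to 265 without inoculated replicate 4, to 216 without inoculated replicate 5 and to 173 without inoculated replicate 6.

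**Figure D2:**
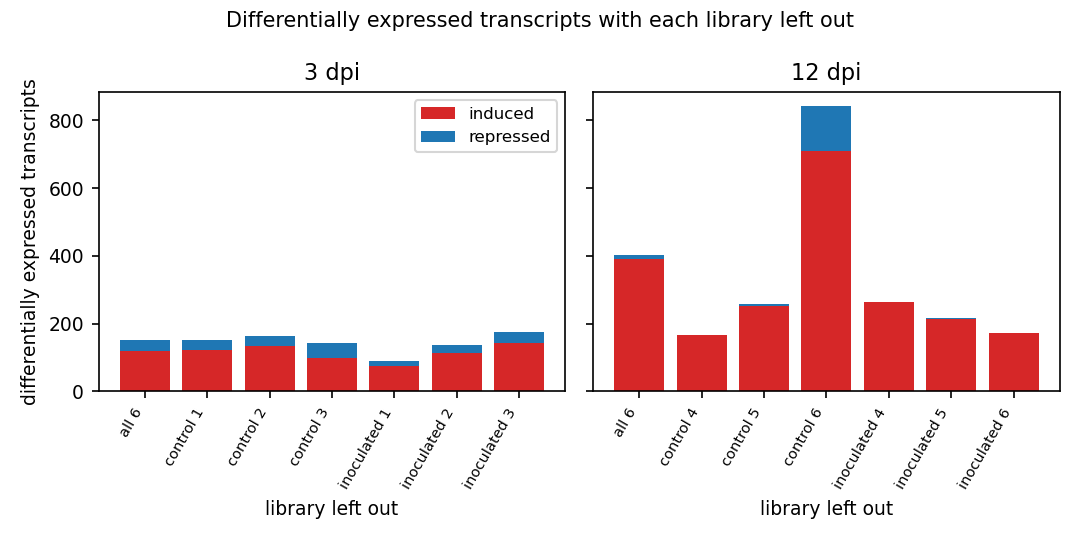
Number of differentially expressed transcripts (y axis) at 3 dpi (left) and 12 dpi (right) from all 6 libraries and with the library named on the x axis left out, as stacked bars of induced and repressed transcripts. Bars at 3 dpi end between 91 and 174, and bars at 12 dpi between 166 and 842, the highest without control replicate 6.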

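Of the 21600 transcripts tested at both time points, 140 were called at 3 dpi, 241 at 12 dpi and 13 at both. If calls were independent, 1.56 would be shared (Fisher's exact test, one-sided p = 6.28e-09). Transcripts are not independent replicates, so this p does not measure the spread between plants, and the test counts calls whatever their direction. Of these 13 transcripts, 12 were induced at both time points. The remaining 1, basic endochitinase CHB4 (Bo4g194450), lies on chromosome C4 from 52380798 to 52382003 in coordinates of the deposited table. At 3 dpi it fell from 36.0 ± 6.58 CPM in controls to 12.6 ± 2.81 in inoculated leaves (SD, n = 3), a log2 fold change of -1.50 (standard error 0.17, adjusted p = 0.00035 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 dpi it rose from 13.0 ± 7.02 to 128 ± 34.7, a log2 fold change of 3.31 (standard error 0.39, adjusted p = 0.0053). The number called at both time points was 107 without a filter on low counts. Leaving out a library moved it to 7 without control replicate 4, to 8 without inoculated replicate 5 or 6, and to 29 without control replicate 6.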

Among the differentially expressed transcripts between the conditions, 37 were coregulated at both times (Fig. 1b). We identified three major functional groups among these genes. 

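TIFY9 (Bo3g009050), which encodes a jasmonate ZIM-domain (JAZ) protein, was induced at both time points. It rose from 0.419 ± 0.382 to 5.42 ± 1.55 CPM at 3 dpi and from 0.576 ± 0.478 to 8.06 ± 1.68 at 12 dpi (SD, n = 3). Its log2 fold changes were 3.51 (standard error 0.45, adjusted p = 0.00096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.72 (standard error 0.46, adjusted p = 0.0061). A transcript described as TIFY 10A-like of Brassica rapa, named after its values were seen, was called at both time points with log2 fold changes of 1.36 (standard error 0.25, adjusted p = 0.012) and 1.32 (standard error 0.24, adjusted p = 0.031). Its call was lost at 3 dpi without inoculated replicate 1, and at 12 dpi when any 1 library other than control replicate 6 was left out. TIFY7 (Bo2g068460) and TIFY11B (Bo2g076750) were called at 3 dpi only, with log2 fold changes of 1.10 (adjusted p = 2e-04) and 1.24 (adjusted p = 0.00015), the former not without inoculated replicate 1. Allene oxide synthase (CYP74A, Bo2g116210) was called at 3 dpi with a log2 fold change of 1.36 (standard error 0.24, adjusted p = 0.0094), a call lost without inoculated replicate 1. At 12 dpi its log2 fold change of 1.40 (standard error 0.32, adjusted p = 0.087) was not called. Lipoxygenase LOX2 (Bo01332s010) was called at neither time point, with log2 fold changes of 0.99 (adjusted p = 0.0042) and 1.01 (adjusted p = 0.17). Called lipoxygenases described as like lipoxygenase 2 are given after their values were seen. A transcript matched to Brassica napus was called at 3 dpi with a log2 fold change of 3.07 (standard error 0.47, adjusted p = 0.0036), with any 1 library left out, and not at 12 dpi, with 0.51 (adjusted p = 0.81). Another matched to Brassica napus was called at 12 dpi with 1.22 (adjusted p = 0.031) and not at 3 dpi, with 0.86 (adjusted p = 0.024), and 1 matched to Brassica oleracea was called at 12 dpi with 1.05 (adjusted p = 0.045) and not at 3 dpi, with 0.97 (adjusted p = 0.0027). These 12 dpi calls were lost without control replicate 4 or inoculated replicate 4, 5 or 6, and the latter also without control replicate 5. Of these 3 dpi values, both passed the threshold without inoculated replicate 3, and that of 0.97 also without control replicate 2. The salicylate/benzoate carboxyl methyltransferase BSMT1 (Bo3g064190) was also called at neither, with log2 fold changes of 0.89 (adjusted p = 0.00083) and 0.28 (adjusted p = 0.65). Called at both, and chosen after their values were seen, were 2 transcripts described as probable S-adenosylmethionine-dependent methyltransferases. At5g38780 (Bo7g016400) rose by 1.86 on the log2 scale at 3 dpi (adjusted p = 4.7e-05) and by 2.23 at 12 dpi (adjusted p = 0.041). At5g37970 (Bo8g101030) rose by 1.52 (adjusted p = 0.00014) and 1.56 (adjusted p = 0.014). Both lost their call at 12 dpi without control replicate 4 or inoculated replicate 4, 5 or 6.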

The major group corresponded to transcripts involved in phytohormone metabolism, which included important genes in the synthesis (lipoxygenases (LOX) or allele oxide synthase (AOS)) and perception (JAZ-proteins) of jasmonic acid (JA) and two methyl-transferases involved in the synthesis of methyl salicylate, an active form of salicylic acid (SA). It is commonly accepted that phytohormones are rapidly and transiently activated after a pathogenic attack; however, we found marked levels of these transcripts at 12 dpi. 

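Of 36 transcripts of jasmonic acid synthesis and perception tested at each time point, 8 were called induced at 3 dpi and 7 at 12 dpi. Their median log2 fold change was 0.61 at 3 dpi (adjusted p = 7.3e-28 from limma's camera) and 0.68 at 12 dpi (adjusted p = 1.6e-12). Camera, with its preset correlation of 0.01 between genes, called 12 of 42 combinations of gene class and comparison. With fry, 2 were called, WRKY transcription factors at 12 dpi and in the difference between time points, and with a correlation estimated by camera only the latter. The count at 3 dpi was 4 without inoculated replicate 1 and 13 without inoculated replicate 3. The count at 12 dpi was 4 without control replicate 4 or 5, and 3 without inoculated replicate 5 or 6. LOX4 (Bo2g076880) rose at 12 dpi from 1.80 ± 0.367 to 9.75 ± 2.27 CPM (SD, n = 3), a log2 fold change of 2.47 (standard error 0.29, adjusted p = 0.0049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TIFY10A (Bo8g102890) rose from 4.16 ± 1.83 to 27.4 ± 7.52, a log2 fold change of 2.75 (standard error 0.36, adjusted p = 0.0082). Both calls held with any 1 library left out.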

The other two groups encompassed typical genes involved in plant defense mechanisms (pathogenesis-related (PR) proteins and secondary metabolism activation, such as GSLs and flavonoids).

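Endochitinase CH25 (Bo9g004220) and sulfotransferase SOT17 (Bo5g025610) were called at both time points and were chosen after their values were seen. CH25 rose from 21.6 ± 3.27 to 94.9 ± 19.8 CPM at 3 dpi (SD, n = 3), a log2 fold change of 2.14 (standard error 0.16, adjusted p = 5.5e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 12 dpi it rose from 12.0 ± 1.03 to 79.7 ± 42.1, a log2 fold change of 2.76 (standard error 0.37, adjusted p = 0.0086), which was not called without control replicate 4. SOT17 had log2 fold changes of 1.23 at 3 dpi (standard error 0.20, adjusted p = 0.0059) and 1.36 at 12 dpi (standard error 0.27, adjusted p = 0.047). The first of these calls was lost without inoculated replicate 1, and the second without control replicate 4 or inoculated replicate 4, 5 or 6. Among 18 transcripts of flavonoid synthesis tested at 3 dpi, edgeR called 0, with 3 induced and 1 repressed at an unadjusted p under 0.05, and DESeq2 also called 0. Among 22 tested at 12 dpi, the 1 called was a leucoanthocyanidin dioxygenase (Bo4g115410), named after its values were seen, with 2 tags in the 3 controls together and 74 in the inoculated libraries (adjusted p = 0.0046). The ratio of its levels was 41.5, with an exact 95% interval from 11.1 to 349 for counting error only. Without control replicate 6, another 4 flavonoid transcripts were called at 12 dpi, all repressed.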

**Fig. 1:**
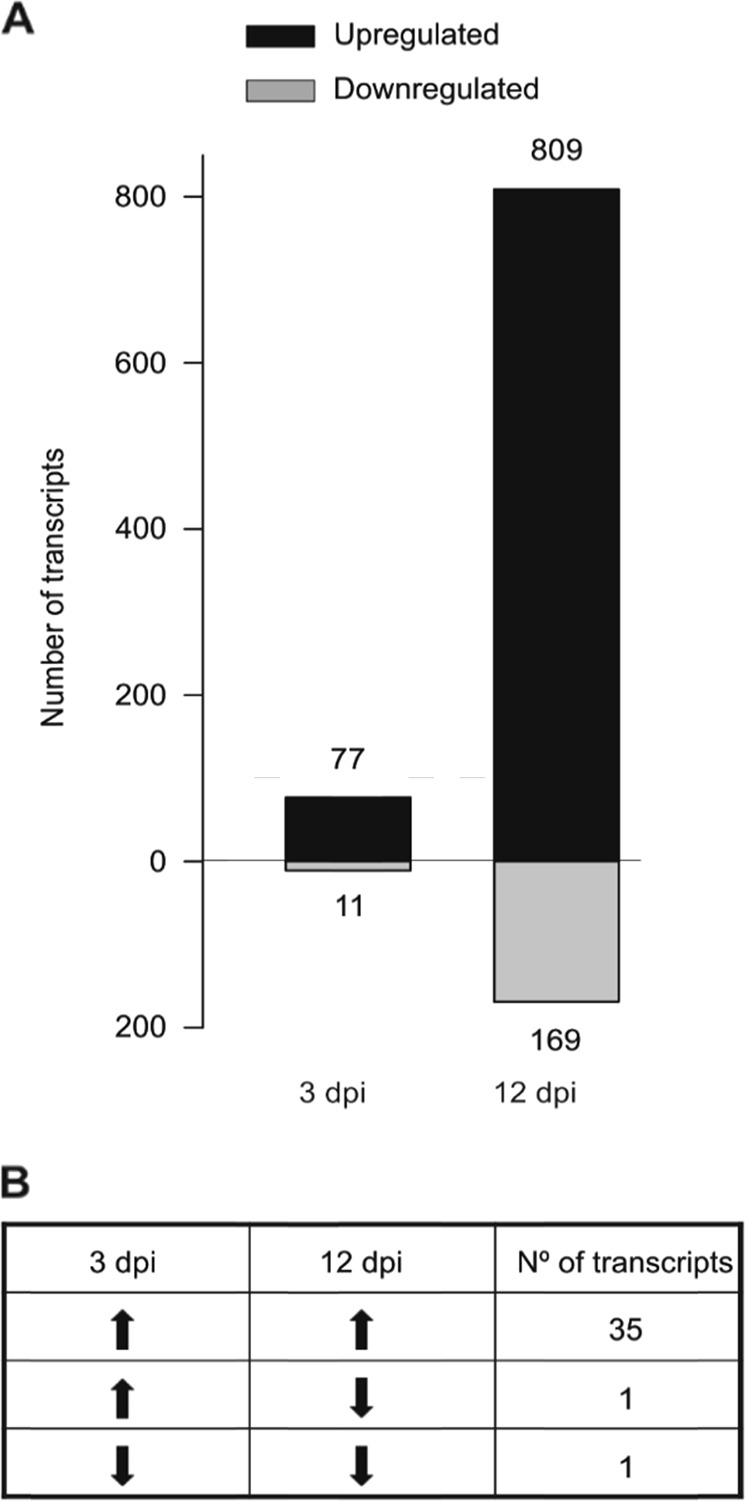
A higher number of genes were induced in *Brassica oleracea* at 12 dpi than at 3 dpi upon *Xanthomonas campestris* pv. *campestris* infection. **a** Total number of transcripts up- and downregulated at 3 and 12 dpi (Inoculated vs. Control). **b** Number of common transcripts identified at 3 and 12 dpi (Inoculated vs. Control)

### Altered pathways during early bacterial infection

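At 3 dpi, the largest increase among called transcripts with a gene symbol was that of allene oxide cyclase AOC2 (Bo7g082020), from 0.239 ± 0.121 to 4.21 ± 1.39 CPM (SD, n = 3). Its log2 fold change was 3.99 (standard error 0.43, adjusted p = 0.00027 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After TIFY9 followed β-glucosidase BGLU28 (Bo4g022770) with a log2 fold change of 3.16 (adjusted p = 0.00047), the glycosyltransferase UGT71B1 (Bo5g098770) with 2.77 (adjusted p = 0.0048) and LTI78 (Bo2g047960) with 2.70 (adjusted p = 0.0032). These calls held with any 1 library left out. The largest decreases among transcripts with a symbol were those of rpl14, a plastid ribosomal protein, with -1.94 (adjusted p = 0.019), FLP1 (Bo3g173980) with -1.73 (adjusted p = 0.026) and RPL16, a mitochondrial ribosomal protein, with -1.62 (adjusted p = 0.01). The plastid rps7-A, assigned together with ndhB2, had -1.56 (adjusted p = 4e-04) and XTH15 (Bo8g036840) had -1.55 (adjusted p = 0.0037). Of the decreases, only that of rps7-A was called with each library left out. The calls of rpl14 and RPL16 were lost without inoculated replicate 1 or 2, that of XTH15 without inoculated replicate 1, and that of FLP1 without control replicate 2 or any inoculated replicate. DESeq2 did not call FLP1, and a fit of all 12 libraries together kept only the calls of TIFY9 and BGLU28. The share of tags from the plastid genome differed by 1.5-fold between the highest and the lowest control library.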

The transcriptomic response during the first days after bacterial inoculation was characterized by the activation of defense genes (Fig. 2). 

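Of 14 transcripts described as proteinase inhibitors and 15 described as defensins or defensin-like proteins that were tested at 3 dpi, edgeR's quasi-likelihood test called 2 and 3, all induced. At an unadjusted p under 0.05, 4 proteinase inhibitors and 5 defensins were induced. The median log2 fold change of the proteinase inhibitors was 0.07, with an adjusted p of 0.0013 from limma's camera, 0.26 from fry and 0.5 from camera with an estimated correlation. In 2 of 10 splits of the 3 dpi libraries, the real one included, camera's p was as small, so a shift of the set was not shown. The defensins had a median of -0.01 and were shifted upward by camera (adjusted p = 0.00055, against 0.14 with fry and 0.33 with an estimated correlation), so that their median and test differ in sign. The count of proteinase inhibitors was 0 without control replicate 3 or inoculated replicate 1 and 4 without inoculated replicate 3. The count of defensins was 2 or 3 with any library left out. A fit of all 12 libraries together called 0 of either kind.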

Eight plant PR proteins were activated. Six of them belonged to the proteinase inhibitor class (PIs, PR-6 family), and the other two were plant defensins (PR-12 family). Likewise, Xcc infection caused a vast array of molecular reactions, including the accumulation of plant defensive secondary metabolites. In this case, different genes implicated in GSL production/degradation were upregulated. Some of these genes were involved in the biosynthesis of the core GSL structure, such as CYP79B3 and CYP79B2, which encode the enzymes responsible for the step from l-tryptophan to indole-3-acetaldehyde oxime during the synthesis of glucobrassicin (GBS) and its derivatives. Furthermore, one gene encoding a myrosinase-associated protein was overexpressed, suggesting that the GSL hydrolysis system was activated.

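The 2 proteinase inhibitors called at 3 dpi, and the 3 defensins, are named here after their values were seen. A latex serine proteinase inhibitor-like transcript rose from 128 ± 29.4 to 261 ± 43.4 CPM (SD, n = 3), a log2 fold change of 1.04 (standard error 0.16, adjusted p = 0.0037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A trypsin inhibitor propeptide rose from 16.1 ± 4.24 to 33.9 ± 8.94, a log2 fold change of 1.10 (standard error 0.20, adjusted p = 0.01). Both calls were lost without control replicate 3 or inoculated replicate 1. Defensin-like protein 2 rose from 2.23 ± 1.75 to 13.3 ± 5.81, a log2 fold change of 2.52 (standard error 0.39, adjusted p = 0.0038). The log2 fold change of ATTI2 (Bo4g020890) was 1.65 (standard error 0.17, adjusted p = 2e-04), and both it and defensin-like protein 2 were called with any 1 library left out. ATTI1 (Bo3g036630) had a log2 fold change of 1.02 (standard error 0.15, adjusted p = 0.0025), and its call was lost without control replicate 3 or inoculated replicate 1. ATTI2 and ATTI1, described as defensin-like proteins 193 and 195, were counted as defensins by these words alone.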

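Of 7 tested transcripts of glucosinolate synthesis at 3 dpi, all 7 were induced at an unadjusted p under 0.05 in edgeR's quasi-likelihood test and 2 were called. Their median log2 fold change was 0.74 (adjusted p = 2.2e-13 from limma's camera, 0.12 from fry and 0.29 from camera with an estimated correlation). DESeq2 called 1 of them. The count was 0 without control replicate 3 or inoculated replicate 1 and 1 without inoculated replicate 2.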

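CYP79B2 (Bo7g118840) lies on chromosome C7 from 47771851 to 47774163 and CYP79B3 (Bo4g149550) on chromosome C4 from 40451072 to 40453297. At 3 dpi, CYP79B2 rose from 49.6 ± 14.1 to 104 ± 20.0 CPM (SD, n = 3), a log2 fold change of 1.08 (standard error 0.18, adjusted p = 0.008 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out, this value stayed between 0.87 and 1.29, and the call was lost without control replicate 3 or inoculated replicate 1. CYP79B3 rose from 13.3 ± 2.33 to 26.5 ± 3.46, a log2 fold change of 1.01 (standard error 0.15, adjusted p = 0.0032), between 0.86 and 1.10 with each library left out. Its call was lost without control replicate 3 or inoculated replicate 1 or 2, and it was not called by DESeq2 or without a filter on low counts. A fit of all 12 libraries together called neither gene.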

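Among 10 myrosinase-associated transcripts tested at 3 dpi, 2 were called, both induced, and both were chosen after their values were seen. An epithiospecifier protein-like transcript rose from 0.420 ± 0.285 to 3.59 ± 1.32 CPM (SD, n = 3), a log2 fold change of 3.13 (standard error 0.47, adjusted p = 0.0032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A myrosinase-binding protein-like transcript rose from 34.7 ± 22.7 to 116 ± 25.0, a log2 fold change of 1.74 (standard error 0.30, adjusted p = 0.0096). The call of the latter was lost without inoculated replicate 1, and DESeq2 did not make it. Over the 10 transcripts, the median log2 fold change was 0.33 (adjusted p = 4.4e-05 from limma's camera, 0.12 from fry and 0.31 from camera with an estimated correlation). The transcript of myrosinase itself (Bo2g155840) had a log2 fold change of 0.07 (standard error 0.13, adjusted p = 0.91).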

**Fig. 2:**
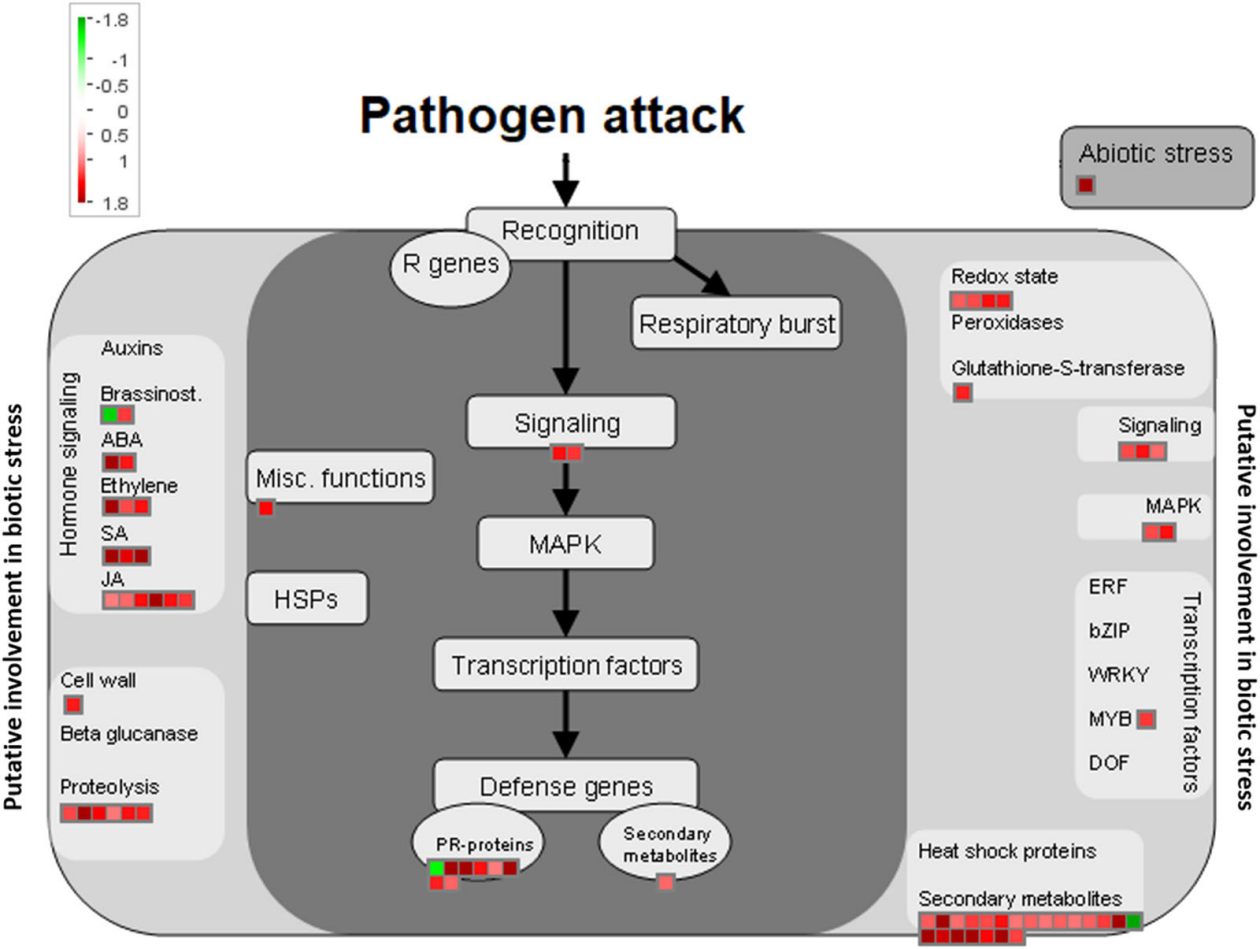
Distribution of the differentially expressed transcripts at 3 dpi and involved in biotic stress processes by using Mapman software. Green square: downregulated genes; red square: upregulated genes

### Transcriptional reprogramming at 12 dpi

Twelve days after Xcc colonization, plants exhibited cell death at the infection site followed by the spread of chlorosis and secondary necrosis to the surrounding uninfected tissue. In addition to the processes triggered at 3 dpi, a broad range of other complex mechanisms were activated at 12 dpi (Fig. 3). It is commonly accepted that to trigger the basal defense mechanisms, plants need to detect the presence of the pathogen or the damage produced due to pathogen activity. 

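Among transcripts with a gene symbol, the largest increase at 12 dpi from controls with any tags was that of At1g09400 (Bo8g058380), a putative 12-oxophytodienoate reductase. The deposited table gives it no p-value, and it had 3 tags in the 3 controls together and 447 in the inoculated libraries (adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The ratio of its levels was 167, with an exact 95% interval from 56.9 to 814 for counting error only. GLIP3 (Bo3g184360), a GDSL esterase/lipase, rose from 0.604 ± 0.118 to 91.7 ± 45.2 CPM (SD, n = 3). Its log2 fold change was 7.21 (standard error 0.48, adjusted p = 0.00078). That of At1g09400 was 7.23 as fitted (standard error 0.68), so which of these increases was larger is not settled. GMPM1 (adjusted p = 0.029), BGLU31 (adjusted p = 0.013) and HEL (adjusted p = 0.016) had 0 tags in the controls, and set against a floor of 3 tags their levels rose more than 54.3-fold, 17.2-fold and 16.8-fold. The calls of BGLU31 and HEL were lost without control replicate 4 or inoculated replicate 5 or 6, and that of GMPM1 without control replicate 4 or 5 or inoculated replicate 5. The largest decreases were those of XTH7 (Bo7g118760) with a log2 fold change of -1.85 (adjusted p = 0.013) and PIL1 (Bo3g039450) with -1.67 (adjusted p = 0.0096). XTH7 was not called without control replicate 4 or inoculated replicate 5 or 6, nor PIL1 without control replicate 4 or inoculated replicate 4. They were followed by a transcript assigned to ufd1 or GC1 with -1.64 (adjusted p = 0.045), by ndhO (Bo6g119060), a chloroplast NAD(P)H-quinone oxidoreductase subunit, with -1.43 (adjusted p = 0.04) and by the heat shock protein HSP17.6C (Bo3g130430) with -1.29 (adjusted p = 0.024). When 1 library was left out, these 3 were called only without control replicate 6. DESeq2 did not call the transcript of ufd1 or GC1, and its log2 fold change was 0.04 with transcripts of the same protein or locus summed. Of 53 WRKY transcription factors tested at 12 dpi, 10 were called, all induced, and their median log2 fold change was 0.67 (adjusted p = 1.8e-18 from limma's camera). Of 58 glutathione S-transferases, 8 were called, all induced, with a median log2 fold change of 0.28 (adjusted p = 3.5e-07). With fry the adjusted p was 0.011 for WRKY transcripts and 0.12 for glutathione S-transferases. From camera with an estimated correlation it was 0.11 and 0.39. Without control replicate 4 the counts were 6 WRKY and 3 glutathione S-transferase transcripts, and 4 of the latter were called when any 1 of inoculated replicates 4 to 6 was left out. Without inoculated replicate 6, 6 WRKY transcripts were called.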

Our results showed that *B. oleracea* activated the transcription of several kinds of receptors at 12 dpi. Among the different receptor-like genes overexpressed, ~40 belonged to the receptor-like kinase (RLK) gene family, one of the largest gene families encoded by plant genomes^14^. In addition to RLK induction, other related perception mechanisms were activated at this infection point. 

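Of 285 transcripts described as receptor-like kinases and tested at 12 dpi, 12 were called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all induced, with log2 fold changes from 1.10 to 3.36. At an unadjusted p under 0.05, 60 were induced and 14 repressed. The median log2 fold change of all 285 was 0.10 (adjusted p = 0.013 from limma's camera). Camera's p was as small in 3 of 10 splits of the 12 dpi libraries, the real one included, so a shift of the class was not shown. Without a filter on low counts 25 were called induced. Leaving out control replicate 4 or 5 or inoculated replicate 4 or 5 left 6 of the calls, and leaving out inoculated replicate 6 left 3. Without control replicate 6, 22 were called induced and 2 repressed.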

The intracellular nucleotide-binding/leucine-rich-repeat (TIR-NB-LRR) proteins are involved in the recognition of pathogen effectors or their activity, and therefore, subsequent ETI activation^15^. Surprisingly, whereas the *NB-LRR at1g72870-homolog* gene was significantly overexpressed, *NB-LRR at5g18350-homolog* was repressed. These results indicate a simultaneous induction of factors related to the two branches of plant immunity.

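Of 65 transcripts described as NB-LRR disease resistance proteins and tested at 12 dpi, edgeR's quasi-likelihood test called 0, with 5 induced and 1 repressed at an unadjusted p under 0.05, and DESeq2 called 1, induced. Their median log2 fold change was 0.02. With control replicate 6 or inoculated replicate 5 left out, 1 was called. No transcript could be matched to the homologs of at1g72870 and at5g18350, which were not analysed here.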

**Fig. 3:**
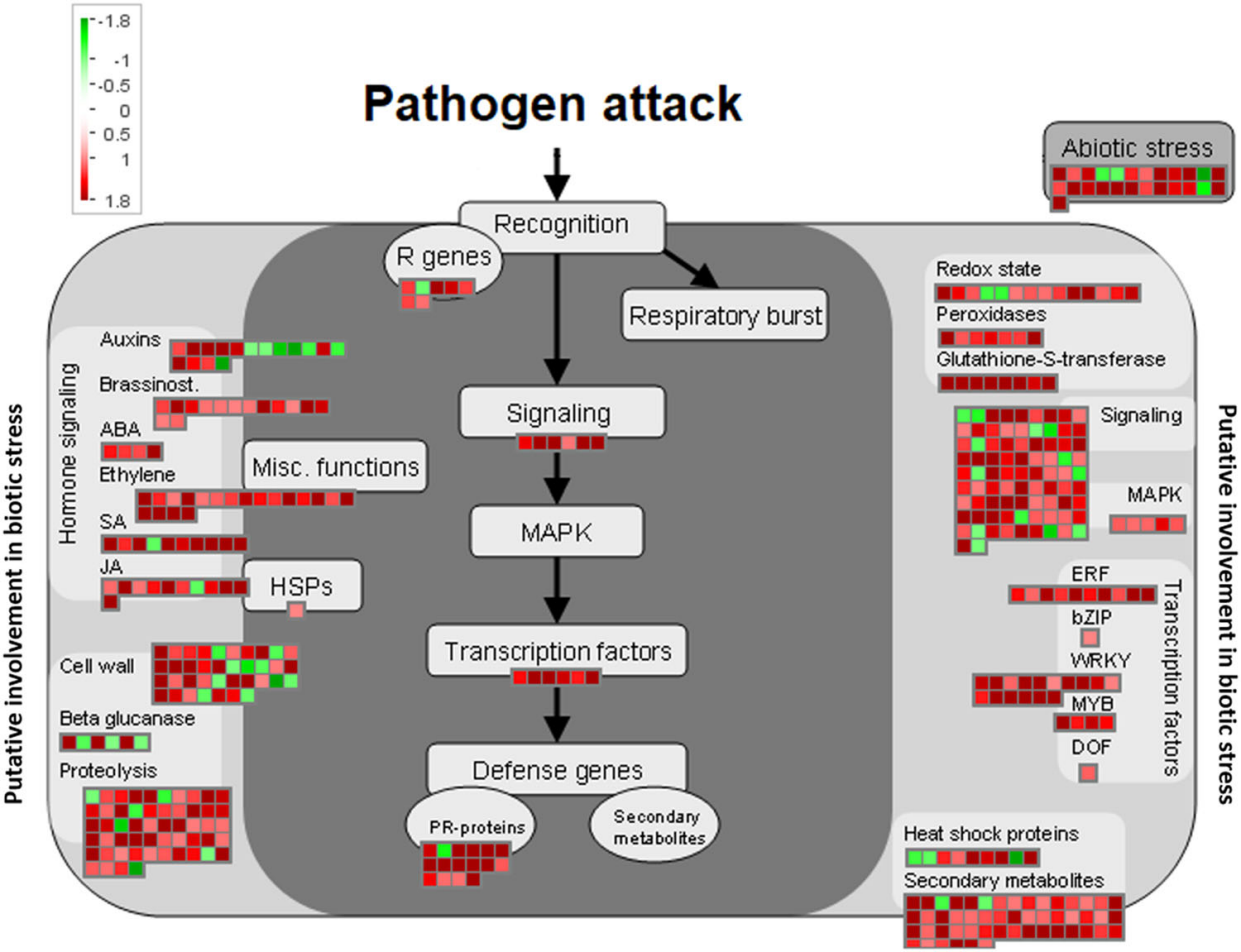
Distribution of the differentially expressed transcripts at 12 dpi that are involved in biotic stress processes by using Mapman software. Green square: downregulated genes; red square: upregulated genes

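At 12 dpi, 2 of 104 tested thioredoxin and glutaredoxin transcripts and 3 of 41 tested peroxidase transcripts were called, all induced, and they are named here after their values were seen. Ascorbate peroxidases were counted apart. Thioredoxin TRX5 rose from 8.79 ± 1.54 to 44.5 ± 14.6 CPM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.29, adjusted p = 0.0057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was called with any 1 library left out. Glutaredoxin GRXC9 (adjusted p = 0.014) had 2 tags in controls and 72 in inoculated leaves, a ratio of levels of 40.4 with an exact 95% interval from 10.8 to 340 for counting error only. Without control replicate 4 or inoculated replicate 5 or 6, GRXC9 was not called. Peroxidase PER23 (Bo4g187590) had a log2 fold change of 3.57 (adjusted p = 0.022), PER34 (Bo1g078620) of 1.13 (adjusted p = 0.027) and PER37 (Bo3g047180) of 1.55 (adjusted p = 0.028). PER23 was lost without control replicate 4 or 5, PER34 without control replicate 4 or inoculated replicate 4, 5 or 6, and PER37 without control replicate 4 or 5 or inoculated replicate 5 or 6. Without control replicate 6, 4 thioredoxins and glutaredoxins were called, and 6 peroxidases, of which 5 were induced.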

Our results showed that the transcription of different genes encoding redox state-related enzymes was modified by Xcc infection, such as several thioredoxin transferases and peroxidases (class III peroxidases or ascorbate peroxidases). Both ascorbate peroxidase genes detected were repressed. In addition, 17 genes encoding calcium-signaling proteins were overexpressed. Most of these proteins are calcium sensors, which are essential factors for Ca^+2^ transport^11^. 

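Of 8 ascorbate peroxidase transcripts tested at 12 dpi, edgeR's quasi-likelihood test called 0, with 3 repressed at an unadjusted p under 0.05, and DESeq2 called 0. Their log2 fold changes lay between -1.34 and 0.26, with a median of -0.44 (adjusted p = 0.11 from limma's camera). APXT (Bo6g121330), the thylakoid form, fell from 40.7 ± 23.3 to 17.2 ± 2.75 CPM (SD, n = 3), a log2 fold change of -1.22 (standard error 0.36, adjusted p = 0.19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out this value lay between -1.46 and -0.65. Leaving out control replicate 6 gave 2 called transcripts, both repressed, as did omitting the filter on low counts.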

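Of the 17 genes, 15 were matched to a transcript by symbol, and EDA39 and RD20 were not analysed here. All 15 were higher in each inoculated library than in any control library at 12 dpi, with log2 fold changes from 1.03 to 4.74. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8 were called over all transcripts tested, namely SARD1, CBP60G, CML37, CML43, CML47, IQM4, WAK4 and CRT3. All 15 were called when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. At 3 dpi, 0 of the 14 tested were called by edgeR, 3 had an unadjusted p under 0.05 and DESeq2 called 0. The count at 12 dpi moved most, to 15, both without a filter on low counts and with DESeq2 on all 12 libraries, which was chosen after seeing the data. It was 5 without control replicate 4 or inoculated replicate 6 and 6 without control replicate 5 or inoculated replicate 4 or 5. WAK4 (adjusted p = 0.0092) was lost without control replicate 4 or inoculated replicate 6, and CRT3 (adjusted p = 0.025) and CML43 (adjusted p = 0.043) were kept only without control replicate 6. Among all 173 transcripts described as calcium signaling proteins and tested at 12 dpi, 6 were called, and their median log2 fold change was 0.10 (adjusted p = 0.086 from limma's camera). That count was 3 without any 1 library other than control replicate 6 and 9 without it.

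**Figure D3:**
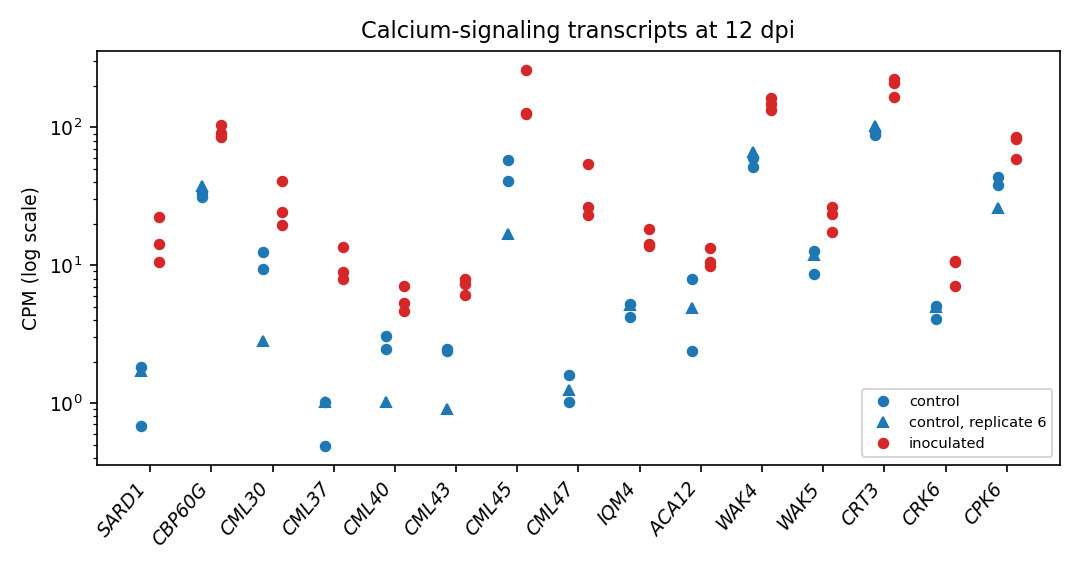
TMM-scaled CPM (y axis, log scale) of 15 calcium-signaling transcripts at 12 dpi in the 3 control and the 3 inoculated libraries, 1 point per library, with control replicate 6 as a triangle. In each of the 15 transcripts the 3 inoculated libraries lie above the 3 controls.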

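Among the calmodulin-like proteins, CML47 (Bo3g115080) rose at 12 dpi from 1.29 ± 0.291 to 34.6 ± 17.1 CPM (SD, n = 3), a log2 fold change of 4.74 (standard error 0.42, adjusted p = 0.0021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CML37 (Bo9g058250) rose from 0.843 ± 0.306 to 10.1 ± 2.99, a log2 fold change of 3.60 (standard error 0.37, adjusted p = 0.0036). CML43 (Bo7g067490) had a log2 fold change of 1.93 (standard error 0.37, adjusted p = 0.043), with a call that held only without control replicate 6. CML45 (2.18, adjusted p = 0.072), CML30 (1.82, adjusted p = 0.15), CML40 (1.44, adjusted p = 0.16) and CML42 (0.88, adjusted p = 0.35) were higher on the log2 scale and not called. The kinases CPK6 (Bo9g024430) and CRK6 (Bo7g108580) were not called either, with log2 fold changes of 1.09 (standard error 0.24, adjusted p = 0.077) and 1.03 (standard error 0.24, adjusted p = 0.098).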

Members of the two calcium sensor types (sensor relays and sensor responders) were upregulated during the infection progression.

### Analysis of the calcium-signaling response to Xcc infection

To further investigate calcium signaling in the *B. oleracea*-Xcc compatible interaction, we evaluated the relationship between the calcium-signaling proteins induced at 12 dpi by using the webtool STRING (v10.5) and setting other known calcium sensors in Arabidopsis as queries (Fig. 4a). The protein association network obtained showed a main functional module that formed a tightly connected cluster. Most of the calcium-signaling proteins differentially expressed between conditions (11 of 17 genes) were responsible for the formation of this major functional module, suggesting that they are part of the same highly connected signaling pathway. To confirm the MACE results, quantitative reverse-transcription-PCR (RT-qPCR) was employed to analyze the expression patterns of 10 of these 17 genes. This selection encompassed members of all known calcium sensor families and other proteins directly related to them. We obtained consistent results for eight of them, and only three genes presented significant differences between conditions, all of which showed a clear tendency (Fig. 4b).

**Fig. 4:**
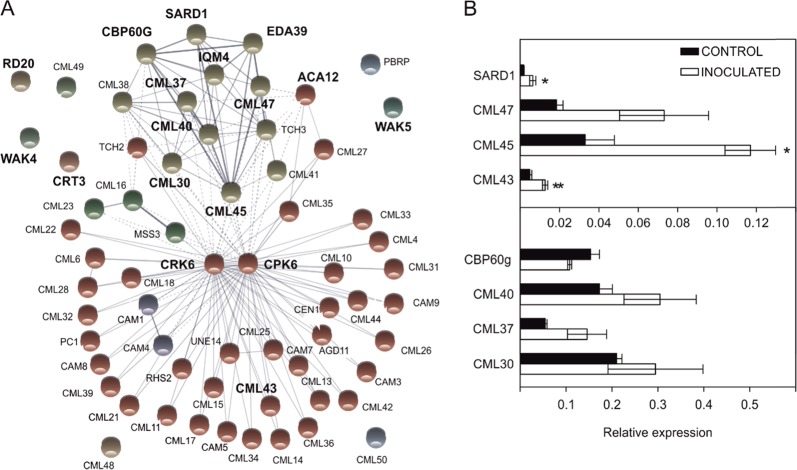
Calcium-signaling transcripts in response to *Xanthomonas campestris* pv. *campestris* infection. **a** Protein association network built with all induced calcium-signaling proteins and the known calcium sensors in Arabidopsis. Bolded names are the differentially expressed genes detected at 12 dpi. Line thickness indicates the strength of the data support, which is based on experimental results and coexpression analysis. **b** Relative expression patterns of different calcium-signaling-related genes from the “Early Big” inbred line at 12 dpi. Data are the average of three biological replicates ± SE. *P-value < 0.05 (Student’s *t* test, Con*t*rol vs. Inoculated)

In addition, the MACE results showed that the expression of four genes classified as CaM-binding proteins changed at 12 dpi. Among them, *CAM-BINDING PROTEIN 60* *g* (*CBP60g*) and *SYSTEMIC ACQUIRED RESISTANCE DEFICIENT 1* (*SARD1*) are highlighted since they are two master transcription factors (TFs) of plant immunity. 

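IQM4 (Bo4g160060), which has a calmodulin-binding IQ domain, rose at 12 dpi from 4.87 ± 0.562 to 15.5 ± 2.54 CPM (SD, n = 3), a log2 fold change of 1.68 (standard error 0.21, adjusted p = 0.0072 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The calmodulin-binding receptor-like cytoplasmic kinase CRCK2 (Bo9g002230), chosen after its values were seen, had a log2 fold change of 1.04 (standard error 0.20, adjusted p = 0.043). This call held only without control replicate 6, and DESeq2 did not make it.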

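SARD1 (Bo6g118100) lies on chromosome C6 from 36751682 to 36755402 and CBP60G (Bo7g094930) on chromosome C7 from 36327562 to 36330140. At 12 dpi, SARD1 rose from 1.41 ± 0.636 CPM in controls to 15.7 ± 6.16 in inoculated leaves (SD, n = 3), a log2 fold change of 3.45 (standard error 0.41, adjusted p = 0.0053 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CBP60G rose from 34.0 ± 2.97 to 93.3 ± 9.75, a log2 fold change of 1.48 (standard error 0.17, adjusted p = 0.0048). With each library left out, the log2 fold change stayed between 3.10 and 3.67 for SARD1 and between 1.39 and 1.54 for CBP60G, and both stayed called. At 3 dpi, the log2 fold change was 0.14 for SARD1 (standard error 0.34, adjusted p = 0.93) and 0.33 for CBP60G (standard error 0.15, adjusted p = 0.43).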

According to the literature, these genes have a partially redundant role^16^.

### Expression of SARD1 and CBP60g in compatible and incompatible Xcc–*B. oleracea* interactions

To further study the roles of *CBP60g* and *SARD1* in resistance to Xcc pathogenesis, we investigated their expression patterns in two different *B. oleracea* genotypes, one compatible (“Early Big”, used for the MACE analyses) and one incompatible (Badger Inbred-16), at 1, 2, 3, and 12 dpi (Fig. 5). The *SARD1* qPCR results showed a clear difference between the two genotypes. The susceptible line showed a unique overexpression peak at 12 dpi, while the expression level in the resistant line was higher and constant, showing even a slight decrease at 12 dpi. The comparison of *CBP60g* expression between lines offered a striking image. The expression patterns formed a specular image in both genotypes. The expression of *CBP60g* was low during all days postinoculation (dpi) analyzed in the susceptible line, while Badger Inbred-16 maintained a constant and higher level of *CBP60g* expression. Therefore, it appears that the susceptible line is not able to activate *CBP60g* expression or not at a sufficient amount, and therefore, this calcium-signaling branch cascade is interrupted.

**Fig. 5:**
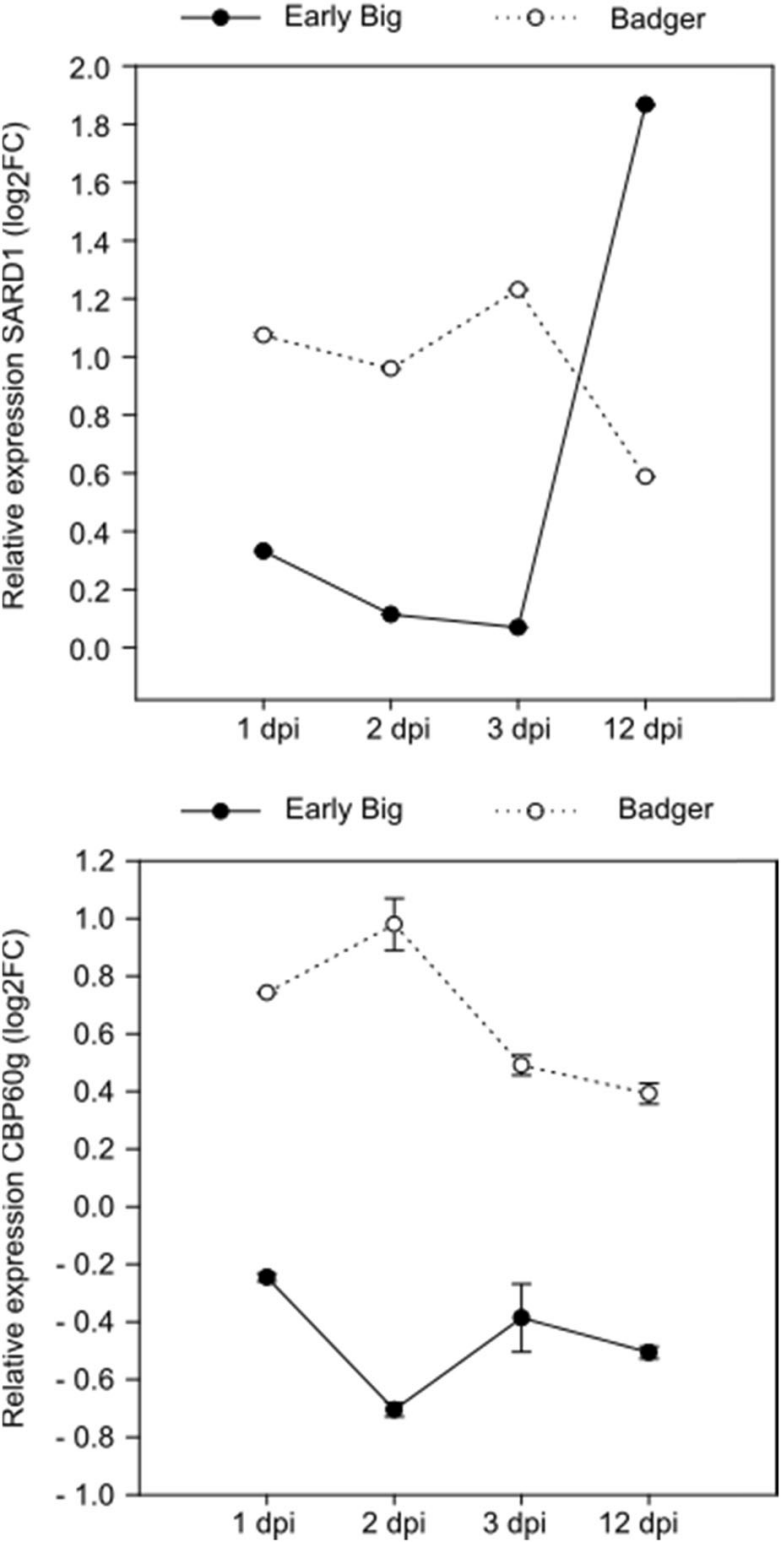
Relative expression patterns of SARD1 and CBP60g in two different *B. oleracea* lines (“Early Big” and Badger Inbred-16, susceptible and resistant to *Xanthomonas campestris* pv. *campestris*, respectively) at four different dpi. Data are the average of three biological replicates. FC was calculated as inoculated/control. Propagation of error was used to calculate uncertainty

### Role of SARD1 and CBP60g in Xcc resistance

To determine whether the role of *SARD1* and *CBP60g* is essential to promote plant resistance to Xcc, we evaluated the response of two Arabidopsis mutants, *sard1-1* and *cbp60g-1*, to infection. We carried out the inoculation with the Xcc race 3 strain HRI5212 since the Arabidopsis plants did not show any symptoms to the infection with Xcc race 1 (even at the susceptible ecotype Sf2)^17^ (data not shown). Typical Xcc necrotic symptoms were clearly visible on the mutant leaves 7 days post infection, whereas Col-0 (wt) barely showed necrotic lesions (Fig. 6a). The area of the infected region was measured using ImageJ software. The statistical analysis of these data confirmed that the necrotic lesions were significantly larger in the two mutants than in wt (Fig. 6b). This result clearly supports our hypothesis that the *SARD1* and *CBP60g* genes play essential roles in plant resistance to Xcc.

**Fig. 6:**
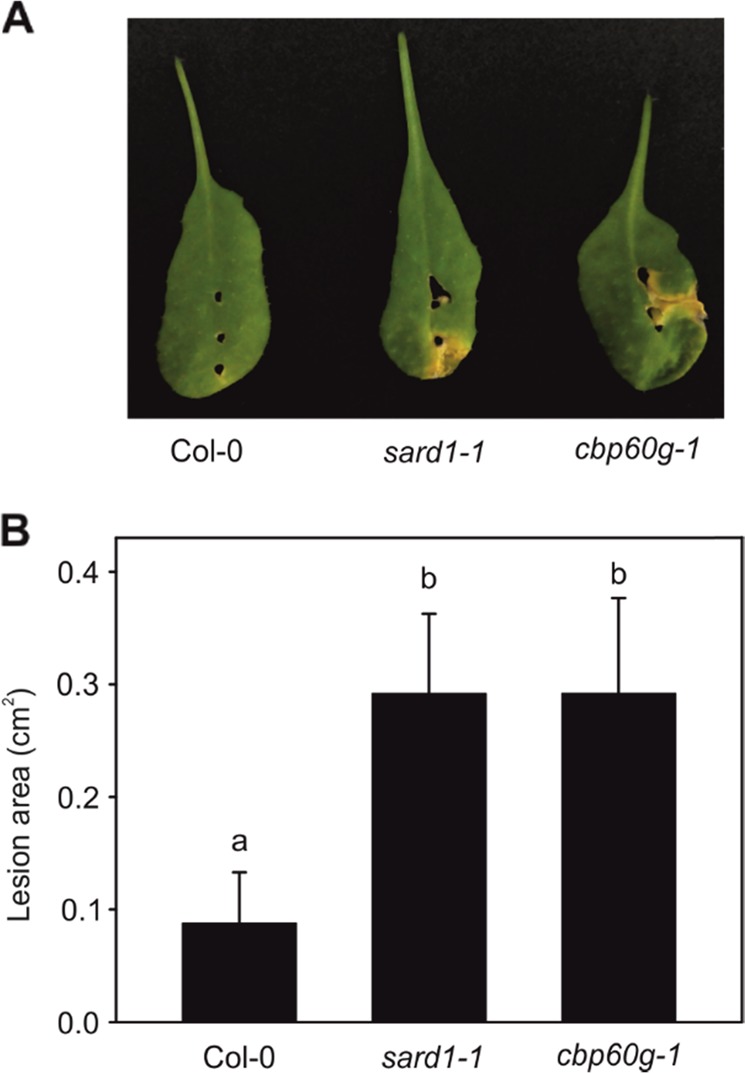
Mutants on the *SARD1* and *CBP60G* genes in *Arabidopsis thaliana* show higher susceptibility to *Xanthomonas campestris* infection than wt. **a** Symptoms on the leaves of wt (Col-0) and *sard1-1* and *cbp60g* mutants. **b** Quantification of the lesion area in the three genotypes. Data are the means of at least seven biological replicates ± SE. Means with different letters are significantly different (Fisher’s protected LSD, *P-*value < 0.05)

## Discussion

To investigate the dynamics of the transcriptional response of *B. oleracea* plants challenged with Xcc, we used MACE technology, a high-resolution and cost efficient RNA-seq variant. Although extensive transcriptomic plant reorganization has been demonstrated to take place a few hours after pathogen perception, we observed a higher response at 12 dpi than at 3 dpi. This could be explained since the plant genotype used in this analysis is a compatible host for Xcc infection. 

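The response at 12 dpi was compared with that at 3 dpi in a model of all 12 libraries. Of 26480 transcripts tested, 201 had a log2 fold change that differed between the time points by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 193 with a higher value at 12 dpi and 8 with a lower value. Of the 110 transcripts called as induced at 3 dpi and tested at 12 dpi, 96 were also higher in inoculated leaves at 12 dpi. The number that differed moved most without a filter on low counts, to 1044. Of these, 685 had a higher value at 12 dpi and 359 a lower value. Without control replicate 6 the number was 526, with 397 higher at 12 dpi and 129 lower. It was 105 without control replicate 1, 80 without control replicate 2, 111 without control replicate 3 and 103 without inoculated replicate 1. It was 102 without inoculated replicate 2, 93 without inoculated replicate 3 and 107 without inoculated replicate 6.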

Although susceptible hosts possess basal defense mechanisms, this response could be delayed in comparison with the response of an incompatible host. Generally, this delay is produced by the host’s inability to immediately recognize the invader and therefore produce the proper response^18^. Thus, 3 dpi may not be enough to observe a complete elicited response in our host-pathogen system. This is supported by the fact that we did not observe the activation of some common genes typically involved in immune system activation (i.e., factors responsible for direct or indirect pathogen perception or members implicated in cell-to-cell signaling pathways) during the first days after bacterial infection.

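At 3 dpi, edgeR's quasi-likelihood test called 0 of 300 tested receptor-like kinases, with 14 induced and 8 repressed at an unadjusted p under 0.05. It called 0 of 62 NB-LRR proteins, with 1 induced at an unadjusted p under 0.05. Of 166 calcium signaling proteins it called 0, with 15 induced and 6 repressed at an unadjusted p under 0.05, and 1 was called without control replicate 2 or inoculated replicate 3. Of 43 WRKY transcription factors it called 0, with 3 induced and 1 repressed at an unadjusted p under 0.05. DESeq2 also called 0 in each of these classes. From the larger response at 12 dpi and the lack of activation of perception and signaling genes early on, the paper proposes that a compatible host recognizes Xcc late and that 3 dpi was too early to see its complete response.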

In our conditions, the basal defensive response to the attack of Xcc was characterized by the activation of PR proteins belonging to two major protein families (PR-6 and PR-12). The PR-6 proteins are involved in the reduction of the ability of the pathogen to complete its replication cycle, whereas the role of PR-12 remains unclear^19^. The accumulation of PR proteins is a typical response in plants exposed to both biotic and abiotic stress^20^. Likewise, Xcc infection causes the accumulation of transcripts of plant defensive secondary metabolites. Among these transcripts, those involved in GSL core structure biosynthesis were notable. Specifically, two of these transcripts encode important enzymes involved in the synthesis of GBS. Several authors have studied the role of GSLs or their autolytic breakdown products (isothiocyanates, ITCs) in the defense against Xcc^21,22^. These studies have shown that different ITCs and GSLs, such as gluconapin, sinigrin and sinalbin, had an antibiotic effect against Xcc; however, the GBS biocide effect against Xcc was weaker than that observed in other GSLs. Moreover, the quantification of the content of GSLs in our samples did not show significant differences between the control vs. inoculated plants.

This basal immune response seems to be mediated by phytohormones. It is well known that proper regulation of the immune response is essential to maintain an appropriate energy balance to reduce the inherent fitness cost of being well defended, which is precisely the main role of the phytohormones^23^. Generally, the SA pathway is related to plant defenses against biotrophic pathogens, whereas ethylene (ET) and JA are required to fight against necrotrophic pathogens. However, some authors debate whether pathogens are not often readily classifiable as purely biotrophic or necrotrophic, and the antagonistic or synergistic interactions between SA and JA/ET pathways depend on the specific pathogen and its lifestyle^24,25^. Our results showed an upregulation of genes related to the biosynthesis of these phytohormones, which reinforces the hypothesis that Xcc is not a total biotrophic or necrotrophic bacterium. 

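The numbers of called transcripts of jasmonic acid synthesis and perception, 8 at 3 dpi and 7 at 12 dpi, depended on the setting. DESeq2 gave 8 and 11, and they were 8 and 15 without a filter on low counts, and 3 and 12 in a fit of all 12 libraries. They were 6 and 13 with DESeq2 on all 12 libraries, chosen after seeing the data. With a mean of at least 50 counts they were 6 and 3, and with the adjusted p alone 13 and 7. Over the class, a difference between the responses was not shown, with a median difference of log2 fold changes of 0.04 (adjusted p = 0.51 from limma's camera). Among its transcripts, the response of TIFY10A was larger at 12 dpi, by 2.13 on the log2 scale (standard error 0.42, adjusted p = 0.037 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a call that was lost without control replicate 5, inoculated replicate 4 or 6, or any 1 library of 3 dpi.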

Markedly, a higher number of transcripts involved in phytohormone metabolism and perception were activated at 12 dpi than at 3 dpi. The role of phytohormones in the long-term immune response has been neglected in the literature.

The plant immune system is composed of different phases in which several factors collaborate together with the aim of curbing pathogen progression. This system is conventionally divided into two interconnected branches: an earlier step called the PTI and the ETI, a later and amplified response that results in a hypersensitive cell death response (HR) at the infection site^2^. Despite this conventional zigzag model presenting ETI and PTI as two well-differentiated branches of plant immunity, recent evidence indicates that they have more in common than previously thought. It appears that depending on the specific plant-pathogen interaction, pattern recognition receptors (PRRs) and effector receptors can swap roles, and most defense mechanisms triggered by plants, such as oxidative burst, hormonal changes, HR or transcriptional reprogramming, can be produced by both responses^8^. Approximately 40 of the pathogen receptors that we identified at 12 dpi belong to the RLK gene family. Most of the members of the RLKs act as PRRs involved in the recognition of PAMPs in the plasma membrane, which is essential to trigger PTI^26^. We found PRR genes with different kinds of ectodomains, the epidermal growth factor-like domain, lectin and lysine motifs or LRRs, each involved in the recognition of specific PAMPs during pathogen invasion. Thus, although Xcc infection was well established and plants presented high levels of damage, plants were still triggering the mechanisms related to pathogen perception, which are processes generally associated with the early stages of basal immunity.

The perception of pathogen invasion produces the activation of multifaceted intracellular signaling pathways that initiate defense responses. The role of hydrogen peroxide (H_2_O_2_) as a second messenger is well known; if the organism is subjected to increasing levels of H_2_O_2_, as observed during pathogen attack, this signal must be propagated to trigger the appropriate responses^27^. Generally, this oxidative burst is accompanied by changes in the intracellular environment, such as fluxes in Ca^+2 28^, which acts as a pleiotropic second messenger to trigger numerous physiological processes. However, the mechanism of this essential signaling pathway remains unclear due to the cellular location and nature of these calcium signals that differ across both host species and pathogenesis, which probably reflects mechanistically distinct processes^29^.

CMLs, which are solely present in the plant kingdom, display a strong affinity for calcium ions. The interaction between a Ca^+2^ ion and one CML induces conformational changes that trigger its association with downstream target proteins^11^. CML targets include protein kinases, metabolic enzymes, transporters and transcription factors. Although the role of most of these CMLs remains unclear, some CMLs are stress responsive. For example, *CML37* showed dual roles in biotic and abiotic responses, acting as a positive regulator of defense against herbivores and a negative regulator during drought stress tolerance^11^. *CML42* is both a negative regulator of insect herbivory-induced defense and drought-induced ABA levels and a positive regulator of UV stress. Our in silico study focused on members of the calcium-signaling pathway suggests, for the first time, the possible implication of *CML30*, *CML37*, *CML40*, *CML43*, *CML45*, and *CML47* in the response against pathogenesis.

Since these proteins appear to act as Ca^+2^ flow transmitters, most of the studies are focused on the identification and characterization of their downstream targets^30^. Among these genes, we identified two master transcription factors of plant immunity, *CBP60g* and *SARD1*. A study performed by Wang et al.^31^ using Arabidopsis *cbp60g* mutants showed that this protein contributes to PAMP-triggered SA accumulation, which enhances resistance against *P. syringae*. In addition to SA-dependent defense pathway activation, both *CBP60g* and *SARD1* activate SA-independent defense mechanisms through the regulation of WRKY70 expression^32^. 

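WRKY70 (Bo8g090820) lies on chromosome C8 from 30532976 to 30534523. At 12 dpi it rose from 25.7 ± 13.1 to 167 ± 30.3 CPM (SD, n = 3), a log2 fold change of 2.72 (standard error 0.36, adjusted p = 0.0085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and between 2.44 and 3.20 with each library left out. At 3 dpi it had 62.6 ± 9.07 CPM in controls and 66.8 ± 11.2 in inoculated leaves, a log2 fold change of 0.10 (standard error 0.14, adjusted p = 0.85). The response at 12 dpi was larger by 2.60 on the log2 scale (standard error 0.40, adjusted p = 0.0071), and was called with each of the 12 libraries left out.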

In fact, in this work, we reported the overexpression of WYRK70 at 12 dpi, which is further indication of the action of these transcription factors. Interestingly, in light of our results, the expression patterns of *CBP60g* and *SARD1* are opposing. Despite these genes belonging to the same protein family, it has been shown that their regulation is different. *CBP60g* necessarily requires CML binding, and *SARD1* provides a similar role in a Ca^+2^-independent manner^33^. Therefore, strictly speaking, *SARD1* should not be considered a CaM-binding protein and indicates that the functions *CBP60g* and *SARD1* are carried out in parallel^32^. This fact could explain their different expression patterns during Xcc infection.

The comparison of the expression of these genes between a compatible and an incompatible genotype suggests an essential role in the resistance against Xcc. The fact that Arabidopsis knockout mutants of these genes are more susceptible to Xcc infection than wt plants confirms this role. Apparently, both *SARD1* and *CBP60g* are important during defense against Xcc. A time-course analysis of the expression of these genes suggests that *SARD1* is induced too late in the compatible genotype when the pathogen is already spread through the whole plant. In addition, the incompatible genotype may not need a sharp increase in *SARD1* expression, since this genotype presents a higher basal expression level.

In summary, the MACE results provide a complete view of the variation in the expression of genes potentially involved in the *B. oleracea*–Xcc interaction. In general, we identified more induced than repressed transcripts at both dpi analyzed, albeit the response was greater at 12 dpi. In addition, in contrast to expectations, changes in the expression of genes related to early infection stages, such as PAMP perception or ROS burst and Ca^+2^ flux signaling, were only detected at 12 dpi. 

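Between 3 and 12 dpi, the log2 fold changes of receptor-like kinases differed by a median of 0.05 (adjusted p = 0.052 from limma's camera) and those of calcium signaling proteins by 0.03 (adjusted p = 0.32). The difference was larger for 57 WRKY transcription factors, with a median of 0.55 (adjusted p = 1.4e-10), and for 60 glutathione S-transferases, with 0.23 (adjusted p = 6.9e-06). Camera's p was as small in 3 and 5 of 40 splits of the libraries, the real one included. Of the 40 splits, 3 keep the real grouping at 12 dpi and so carry its response. The splits therefore cannot decide whether chance accounts for the WRKY difference. Chance is not excluded for the glutathione S-transferases. Peroxidases other than ascorbate peroxidases differed by 0.15 (adjusted p = 0.055).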

Our results suggest that several CMLs could have an important role during Xcc pathogenesis and that the genes *CBP60g* and *SARD1* act as downstream factors of Ca^+2^ signaling.

## Material and methods

### Plant material

The doubled haploid broccoli line “Early Big” (*B. oleracea* var. *italica*) was used for transcriptomic analysis. The Badger Inbred-16 line was subsequently used as a tester of resistance. This line presents a partial black rot-resistance, which is controlled by a quantitative trait locus (QTL). Plants were sown in plastic pots containing *sphagnum* peat (GRAMOFLOR GmbH & Co, Vechta, Germany) in a greenhouse with a minimum temperature of 20 °C during the day and 15 °C during the night, venting at 25 °C and 60% humidity.

### Inoculation of *B.oleracea*

Xcc race 1 strain HRI3811 was provided by Warwick HRI (Wellesbourne, UK). Bacterial cultures were grown in screening media 523 (Sigma-Aldrich, St. Louis, MO, USA) at 30 °C in a rotary incubator at 100 rpm for 48 h. An aliquot was diluted in sterile water to reach a final absorbance of 0.5, which corresponds to a concentration of 5 × 10^8^ cfu/ml. The turbidity of the suspension was measured with a microplate spectrophotometer (Spectra MR; Dynex Technologies, Chantilly, VA, USA) at a wavelength of 600 nm. Plants at the six-leaf stage were inoculated at the third leaf following the method described by Lema et al.^34^. Briefly, a sterilized “florists’ frog” (i.e., multiple needles mounted in circles) was used for inoculation by pressing through the leaf onto a sponge submerged in the inoculum at the edge of the distal side of the leaf. Control plants were mock inoculated following the same procedure. After inoculation, greenhouse conditions were changed to maintain a minimum temperature of 18 °C and an 80% relative humidity. The whole inoculated leaf was from three independent biological replicates of the control, and inoculated plants were collected at 3 and 12 dpi in liquid nitrogen and conserved at −80 °C until processed.

### Inoculation of *Arabidopsis thaliana*

Arabidopsis plants were grown on sterilized peat in a growth chamber under fluorescent light (228 µmol m^−2^ s^−1^) in short-day conditions (8 h light/16 h darkness) and watered as needed. A constant day/night temperature was set at 20 °C. Xcc race 3 strain HRI5212 was provided by Warwick HRI. Bacterial cultures were prepared as described above. Fully expanded leaves of 6-week-old plants were inoculated as described in Meyer et al.^17^. Briefly, inoculation was performed using a sterilized inoculation needle dipped on bacterial culture. Three inoculation points were established in the midrib of each leaf. After inoculation, plants were covered with a plastic bag to maintain nearly 100% relative humidity. At 7 dpi, inoculated leaves were collected and digitalized with a scanner at 300 dpi resolution. The lesion area of each leaf was calculated using ImageJ software^35^.

### RNA isolation, library preparation, and sequencing

Individual sample tissues were ground in liquid nitrogen, and total RNA from three biological replicates of each treatment was extracted using the Spectrum^TM^ Plant Total RNA kit (Sigma-Aldrich, MO, USA). To remove any traces of genomic DNA, the RNA was treated with DNase according to the manufacturer’s instructions. Massive analysis of 3′-cDNA ends (MACE) was performed for each sample (GenXPro GmbH, Frankfurt am Main, Germany) as described by Zawada et al.^36^. Briefly, poly-adenylated mRNA was isolated from 1 μg of total RNA, and cDNA was produced by first- and second-strand synthesis using the SuperScript^®^ III First-Strand Synthesis System (Invitrogen, Waltham, MA, USA) with modified barcoded poly-T adapters that are biotinylated at the 5′ end. After cDNA random-fragmentation, the 3′-ends were captured by streptavidin beads, and 5′ ends of ≈ 67 bp long fragments from the 12 barcode samples were sequenced (single-read) using an Illumina HiSeq 2000 version 4 chemistry (Illumina, Inc., San Diego, CA, USA), with 1 × 125 bps (6 bps were used for a barcode). To eliminate PCR-based copies from the generated dataset, GenXPro’s “TrueQuant” method was applied. This method identifies and eliminates copies with an identical barcode-sequence combination^37^. The average raw count of each gene within a library was normalized by dividing by the geometric mean of all counts in all samples, and the median of the quotients was calculated per library. Each raw count was then divided by the library-specific median value. Statistical analysis was performed using the DEseq R package according to Anders and Huber recommendations^38^.

### Transcript annotation and functional analysis

Putative functions were assigned to the resulting transcripts by mapping in silico their translated protein sequences to the UniProtKB/Swiss-Prot, UniProtKB and Ref-Seq protein databases using the BLASTX algorithm available at NCBI in hierarchical manner, using an *e*-value of 10^−5^ as a threshold for considering them as homologs. Transcripts without homology to these sequences were subsequently annotated to the nonredundant nucleotide NCBI database (nr) by BLASTN using an *e*-value of 0.001 as a threshold.

Transcripts with a false discovery rate <0.05 and −1 < log_2_ fold change (FC) > 1 were considered to be differentially expressed between the control and inoculated samples. The functional classification of the differentially expressed genes was performed with MapMan 3.6.0RC1 software by using *A. thaliana* homolog genes as input. This tool allows the data to be organized according to Gene Ontologies (GO) and displayed by the user in the context of preexisting biological knowledge^39^. Furthermore, the webtool STRING (v. 10.5) was used to study the interconnections between the selected genes. This resource, in addition to the well-supported protein–protein interactions experimentally observed, includes indirect and predicted interactions on top^40^.

The transcriptomic data can be found in the Gene Expression Omnibus repository with the accession number GSE107720.

### Quantitative reverse-transcription-PCR (RT-qPCR) validation

Plant from the inbred lines “Early Big” and Badger Inbred-16 were grown in the greenhouse as described above. Leaves from three biological replicates of each line were gathered at different infection points (1, 2, 3, and 12 dpi). The procedure for RNA extraction was the same as that followed in the MACE analysis. Three technical replicates were performed for each biological replicate. All primer pairs used are listed in Table S1. One microgram of total RNA was reverse transcribed using the GoScript™ reverse-transcription system and oligo (dT20) (Promega, Madison, WI, USA). RT-qPCR was performed in a 20 μl reaction with the Fast Start Universe SYBR Green Master (ROX) mix (Roche Molecular Systems Inc, Pleasanton, CA, USA), following the manufacturer’s instructions. The glyceraldehyde-3-phosphate-dehydrogenase transcript was used as housekeeping gene^41^. RT-qPCRs were carried out on a 7500 Real-Time PCR System (Applied Biosystem, Forster City, CA, USA), and primer efficiency was calculated using the LingRegPCR software^42^. Efficiencies were used to calculate relative gene expression using the ΔΔCt method^43^. Statistical significance was calculated using a two-tailed Student’s *t* test to compare the relative gene expression in the control vs. inoculated plants.

## Supplementary information

Supplementatary Information

# Supplementary material for: Calcium-signaling proteins mediate the plant transcriptomic response during a well-established Xanthomonas campestris pv. campestris infection
**Source:** Hortic Res. 2019 Sep 11;6:103. doi: 10.1038/s41438-019-0186-7
**Supplement:** Supplementary file 1 — Supplementatary Information

Inoculation

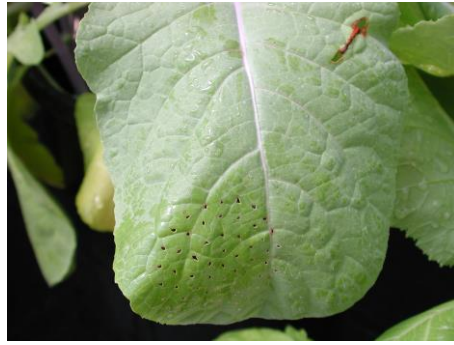

3 dpi

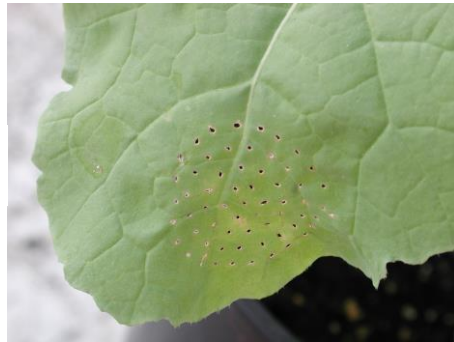

12 dpi

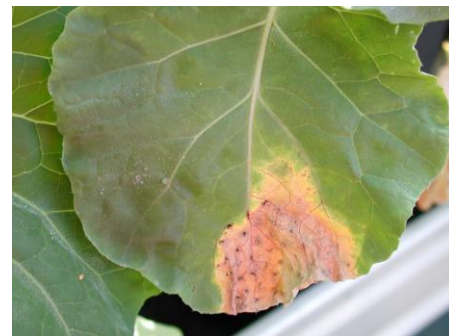

**Figure S1.** Symptoms of *Xanthomonas campestris* infection in *Brassica oleracea* leaves. dpi: days post-infection.

**Table S1.** Primers used for RT-qPCR

| Gene                                                   | Forward               | Reverse               |
|--------------------------------------------------------|-----------------------|-----------------------|
| Systemic acquired resistance (SAR) Deficient 1 (SARD1) | AGCCCTAGAGCCTGTTCTGA  | ACTCTCCCGAGCTTCAACAC  |
| Calmodulin-binding protein 60g (CBP60g)                | GACCAAAGTGTTTCATCGGCG | CTACCGTCCCTAAAGCGGTC  |
| Calmodulin-like 30 (CLM30)                             | GGGAGATGGGTTTCTTCTGCT | CACAGTCTGGTCTTGGTTCCT |
| Calmodulin-like 37 (CLM37)                             | CGGATGTATGTGACGGAGGG  | TGCATCAACCGTACACGACT  |
| Calmodulin-like 40 (CLM40)                             | ACGTGAAGAGTATCAACGGGT | GTACGACCTTTTCCCCGGAC  |
| Calmodulin-like 43 (CLM43)                             | GACGAGTCCTTTTTCGCAGG  | CAACTCCACGGCGGAGATAA  |
| Calmodulin-like 45 (CLM45)                             | GTCCAGAGCTCCGTCAAACA  | CGTTTCTGAAGTCCCTCGCT  |
| Calmodulin-like 47 (CLM47)                             | TCGTCCCAGCTCAGGTAGAA  | CCTTACCCATCACCTCGCTC  |

How the deposited data were processed for this re-analysis (not part of the article)

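MACE libraries of inoculated and control leaves of the broccoli line “Early Big” were analysed, 3 of each at 3 dpi and 3 of each at 12 dpi. The authors sequenced tags at the 3′ ends of transcripts, removed PCR copies with TrueQuant, and deposited raw tag counts of 77636 transcripts in 12 libraries, without normalization. The deposited table also holds the CPM of each group, made by the authors from the pooled tags of its 3 libraries, and their log2 fold changes of control over inoculated. The deposited p-values and false discovery rates are those of the authors, who named the DESeq package for their test. The aligner, the counting program, the genome build and the version of DESeq are not given in the sources used here. All results rest on the raw counts, and 0 columns of counts were left out. Libraries held from 5068050 to 12417268 tags.

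Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. At each time point, transcripts passing filterByExpr with a minimum count of 10 were scaled by TMM in the 6 libraries. They were then tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change above 1. The difference between the responses at 12 and 3 dpi was tested as an interaction over all 12 libraries with the same thresholds. The overlap of calls was tested with Fisher's exact test, one-sided, over transcripts tested at both time points. Gene classes were defined by words in the deposited descriptions, such as defensin, receptor-like kinase or calmodulin, and peroxidases were counted without ascorbate peroxidases. Classes of at least 5 tested transcripts were tested with limma's camera at a preset correlation of 0.01, and p-values were adjusted over the 42 combinations of class and comparison. Samples are compared in 10 possible splits of 3 libraries against 3, so an exact permutation test of 1 transcript cannot go below 0.1.

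These tests, the gene classes, the settings to be varied and the rule for naming genes were chosen before the data were examined. Genes were named when the paper names them in its text, in Fig. 4 or in its primer table, matched by symbol, locus or description, with the transcript of the highest mean where several matched, and members of a family that were not called are summarised. Also named were the 5 largest increases and the 5 largest decreases at each time point among called transcripts with a named protein and no overlap between groups, and transcripts called in opposite directions at the 2 time points. Other names are marked as chosen after their values were seen. Levels are tag counts scaled by library size and TMM factor (CPM). Correlations between libraries used log2 CPM with a prior count of 2. Where a called transcript had 1 to 3 tags in the controls of 12 dpi, the ratio of levels is given with an exact Clopper-Pearson interval at 95%, and where it had 0, against a floor of 3 tags over the group. These limits cover counting error only.

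The alternatives planned were DESeq2 on the 6 libraries of a time point, size factors by the median of ratios, no filter on low counts, a mean of at least 50 counts, a block for the replicate number, a fit of all 12 libraries, summed transcripts of the same protein or locus, the adjusted p alone, a false discovery rate of 0.1, and leaving out each library. For gene classes fry and camera with an estimated correlation were run. DESeq2 on all 12 libraries was added after seeing the data. Every split of the 6 libraries of a time point was also fitted. A list of plastid-genome transcripts and a list of nuclear photosynthesis transcripts were written after the largest decreases at 3 dpi had been seen. The fit was tested on simulated data with 200 changed transcripts per comparison. At 3 dpi, edgeR called 94.5% of them with 3 unchanged transcripts, at 12 dpi 79.5% with 21, and in the interaction 62.5% with 7. In a simulated class whose transcripts were changed, camera, fry and camera with an estimated correlation each made the call, and of 20 unchanged classes each called 0. Simulated transcripts were drawn independently, so correlation between genes of a class could not produce a false call there. In other splits of the real libraries, camera called up to 7 classes at 3 dpi and up to 8 at 12 dpi. The homologs of at1g72870 and at5g18350 and the genes EDA39 and RD20 could not be matched to a transcript and were not analysed here.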

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

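The tests of explanations were chosen after the results were seen, while the interaction and the fits without 1 library had been planned. The response to inoculation differed between 12 and 3 dpi for 201 transcripts in a test of the difference itself (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 193 of them with a higher log2 fold change at 12 dpi and 8 with a lower one. As many were found in 3 of 40 splits of the libraries, and all 3 keep the real grouping at 12 dpi and so carry the response of that time point. Splits that do not keep it gave 1 call at most. The 10 groupings of the 12 dpi libraries are too few to decide whether chance can be excluded for this number. Control replicate 6 of 12 dpi, which lay apart from the other controls, does not account for it, since 526 transcripts differed without that library. Of these, 397 had a higher log2 fold change at 12 dpi and 129 a lower one, a less one-sided split. The number was 80 without control replicate 2, 93 without inoculated replicate 3, 102 without inoculated replicate 2, 103 without inoculated replicate 1, 105 without control replicate 1, 107 without inoculated replicate 6 and 111 without control replicate 3. Each time point has its own controls, but the libraries of a time point may also share a batch, which is not recorded and cannot be separated from time. A biological difference, such as the age of the leaf or the progress of infection, stays open and was not tested.

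By limma's camera, WRKY transcription factors and glutathione S-transferases responded more at 12 dpi than at 3 dpi. The median difference between log2 fold changes was 0.55 for WRKY transcripts (adjusted p = 1.4e-10) and 0.23 for glutathione S-transferases (adjusted p = 6.9e-06). With fry the adjusted p of the WRKY transcripts was 0.001, and with an estimated correlation it was 0.016, while the glutathione S-transferases were called by neither. A camera p as small as that of the real grouping was found in 3 of 40 splits, the real one included, for WRKY transcripts (the smallest other p was 3.8e-17, against 1.7e-11 before adjustment) and in 5 of 40 for glutathione S-transferases (5.6e-10, against 1.2e-06). Of the 40 splits, 3 keep the real grouping at 12 dpi and so carry the response of that time point. The splits therefore cannot decide whether chance accounts for the WRKY difference. For glutathione S-transferases more than those 3 gave a p as small, so chance cannot be excluded. As many classes were called for the difference in 27 of 40 splits, so chance cannot be excluded for their number. Responses of the genes within a class are correlated, and which of the explanations above applies was not tested for the classes.

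The response also differed between the time points for transcripts that are named in the text. The difference in log2 fold change, 12 dpi minus 3 dpi, was 3.28 for SARD1 (adjusted p = 0.015), 1.13 for CBP60G (0.027), 3.74 for CML37 (0.038), 4.58 for CML47 (0.0012), 1.28 for IQM4 (0.047), 1.32 for WAK4 (0.0042) and 1.22 for CRT3 (0.0094). It was 2.60 for WRKY70 (0.0071), 2.13 for TIFY10A (0.037), 6.87 for GLIP3 (0.00024), 2.52 for TRX5 (0.0018), 4.21 for PER23 (0.039) and -2.42 for XTH7 (0.0019). It was 4.79 for CHB4 (0.00024), 5.26 for defensin-like protein 3 (0.0043), 3.61 for the uncharacterized Bo9g032500 (0.00024) and 2.06 for a lipid-transfer protein DIR1 (0.017), the last 3 chosen after their values were seen. All values in brackets are adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CML47, WAK4, CRT3, WRKY70, GLIP3, TRX5, XTH7, CHB4, defensin-like protein 3 and Bo9g032500 were called with each of the 12 libraries left out. SARD1 was lost without control replicate 2 or 3 or inoculated replicate 2, and DIR1 without control replicate 2 or inoculated replicate 2 or 3. CBP60G was lost without control replicate 1, 2, 3, 4 or 5 or inoculated replicate 1, 3 or 6, and PER23 without control replicate 1 to 5 or inoculated replicate 1, 2 or 3. TIFY10A was lost without any 3 dpi library, control replicate 5 or inoculated replicate 4 or 6. CML37 was kept only without control replicate 6 or inoculated replicate 4, and IQM4 only without control replicate 6. Paralogs may have shared tags, since most of these transcripts merge several loci. A biological difference between the time points stays open and was not tested.

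The deposited table gives no p-value for 46 of the transcripts tested at 3 dpi and 39 of those tested at 12 dpi, and 3 of them were called here. At 3 dpi, an ERF107-like transcript, chosen after its values were seen, had 4, 11 and 8 tags in the controls and 30, 19 and 16 in inoculated leaves, a log2 fold change of 1.81 (standard error 0.37, adjusted p = 0.029 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and DESeq2 did not call it. At 12 dpi, At1g09400 had 0, 1 and 2 tags in the controls and 121, 81 and 245 in inoculated leaves, with a fitted log2 fold change of 7.23 (adjusted p = 0.0026). Defensin-like protein 3 had 30, 18 and 98 tags in the controls and 1846, 1319 and 3783 in inoculated leaves, a log2 fold change of 5.84 (standard error 0.63, adjusted p = 0.004). A count far above the others in 1 library could have made these 2 calls. Without inoculated replicate 6, their highest library, both of the 2 were still called, with log2 fold changes of 6.66 and 5.29. An effect of inoculation stays open for both, and tags shared between paralogs were not tested.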

How the results depend on the processing

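DESeq2 on all 12 libraries was added after the data were seen, and the other alternatives had been planned. Size factors by the median of ratios and summed transcripts of the same protein or locus left each of the counts of transcripts called at 3 dpi (153), at 12 dpi (402), at both (13) and in the interaction (201), and of gene classes (12), within 1.5 times its value. With DESeq2 on the libraries of a time point, 138 transcripts were called at 3 dpi and 131 of the 153 were kept, 582 were called at 12 dpi and 381 of the 402 were kept, and 29 were called at both. DESeq2 on all 12 libraries called 58, 825 and 31. Without a filter on low counts, 327 transcripts were called at 3 dpi, 1843 at 12 dpi, 107 at both and 1044 in the interaction. In simulated data this setting called 4 unchanged transcripts at 3 dpi, 110 at 12 dpi and 59 in the interaction. With the filter, 3, 21 and 7 were called. In the simulation, false calls were too few to account for the higher count at 3 dpi, at 12 dpi or in the interaction. At 12 dpi they stood beside 176 changed transcripts called without the filter and 159 with it. Simulated counts were independent and held no library apart from the others, as control replicate 6 was. The simulation therefore cannot exclude false calls as a source of the higher counts. A mean of at least 50 counts left 190 at 12 dpi and 7 at both, since fewer transcripts were tested. A fit of all 12 libraries called 17 at 3 dpi and 820 at 12 dpi, and it sets 1 spread for time points whose biological coefficients of variation were 0.114 and 0.258. Each of them loosening a threshold, the adjusted p alone called 287 at 3 dpi and a false discovery rate of 0.1 called 23 at both. For the other settings, apart from the mean of at least 50 counts, the cause was not tested.

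With a block for the replicate number, 132 transcripts differed in the interaction and 271 were called at 12 dpi. Deviations from the group mean correlated across transcripts with r from -0.14 to 0.25 between control and inoculated libraries of the same number and from -0.33 to 0.25 between those of different numbers, so pairing by number was not shown. Of the 12 gene classes called by camera, fry called 2 and an estimated correlation left 1, and the cause was not tested.

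With each library left out, the count lay between 91 (without inoculated replicate 1) and 174 (without inoculated replicate 3) at 3 dpi, and between 166 (without control replicate 4) and 842 (without control replicate 6) at 12 dpi. It lay between 80 (without control replicate 2) and 526 (without control replicate 6) for the interaction and between 7 (without control replicate 4) and 29 (without control replicate 6) for transcripts called at both. Without control replicate 6, 397 of the 402 transcripts were kept, and the biological coefficient of variation fell to 0.174. Gene classes called lay between 11 and 18, the latter without control replicate 6.

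Of 37 calls of named transcripts, 19 held under each other setting in which the transcript was tested, 18 with each library left out and 13 under both. Of the 19, 6 were not tested at a mean of at least 50 counts, and 5 of these are among the 13. The fit of all 12 libraries lost 11 calls and gained 11, DESeq2 lost 3 and gained 7, DESeq2 on all 12 libraries lost 6 and gained 13, and no filter on low counts lost 1 and gained 15. A block lost 6, a mean of at least 50 counts lost 2, a false discovery rate of 0.1 gained 5 and the adjusted p alone gained 4. Leaving out 1 library lost a call in 57 fits of a transcript and gained it in 12. The repressed transcript assigned to ufd1 or GC1 reversed when transcripts of the same protein or locus were summed, to a log2 fold change of 0.04, since the sum takes in other transcripts of the protein.

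Depth limits what was tested, with 23538 and 23185 of 77636 transcripts passing the filter. DESeq2 calls were counted by gene class, but the tests of classes were not run with DESeq2. The fit of all 12 libraries is already that of the interaction. The adjusted p alone does not apply to the tests of classes, and no pseudocount was needed because counts were available.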

Differences from the paper's values

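The alternatives named are those set before the data were examined, except for DESeq2 on all 12 libraries, which was chosen after seeing the values. The paper reports 37 transcripts coregulated at both time points, and 13 were called here. DESeq2 on the libraries of each time point (29) and the fit without control replicate 6 (29) came within 1.5 times the paper's value, and the other planned settings did not. DESeq2 on all 12 libraries, chosen after seeing the values, also came within it (31) and dropped 9 of the paper's 37.

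The paper's count of activated PR proteins at 3 dpi is 8, against 5 proteinase inhibitors and defensins called here. The paper grouped genes with MapMan and here they were grouped by words in the descriptions, so these groups and those of receptor-like kinases and calcium signaling need not hold the same transcripts. By description, the authors' deposited table holds 3 called proteinase inhibitors and 0 defensins at 3 dpi. The adjusted p alone (6) came within 1.5 times the paper's 8. So did the fits without control replicate 1 (6), control replicate 2 (6) or inoculated replicate 3 (7), and the others did not. For proteinase inhibitors alone the paper's count is 6 and the count here was 2, and only the fit without inoculated replicate 3 (4) came within it. The division between these and defensins rests on the descriptions, by which ATTI1 and ATTI2 were counted as defensins.

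The paper gives about 40 receptor-like kinases at 12 dpi, and 12 were called here by description, under which the authors' deposited table holds 24 calls. No setting came within 1.5 times the paper's value of about 40, the nearest being no filter on low counts with 25. The paper gives 17 calcium-signaling genes. By description 6 were called here and 13 in the authors' deposited table. The fit of all 12 libraries (12) and no filter on low counts (16) came within 1.5 times the paper's 17. The other planned settings did not. Of the genes that the paper names, 8 were called. The fit of all 12 libraries (14), no filter on low counts (15), DESeq2 on the 6 libraries (12) and a false discovery rate of 0.1 (12) came within 1.5 times the paper's 17 and the others did not. DESeq2 on all 12 libraries, chosen after seeing the values, gave 13 by description and 15 of those named, and dropped 0 of the deposited calls among them. CML30, CML40, CML45, ACA12, WAK5, CRK6 and CPK6 are induced according to the paper and were not called here. No filter on low counts called these 7, as did DESeq2 on all 12 libraries, and the fit of all 12 libraries called those other than ACA12. DESeq2 on the 6 libraries called CML30, CML45, WAK5 and CPK6, a false discovery rate of 0.1 called CML45, WAK5, CRK6 and CPK6, and the fit without control replicate 6 called CML30, CML45 and WAK5.

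The paper's mean number of tag sequences is 217132, a unit that its text does not define. The libraries held 8007943 tags on average, a value that no alternative changes, and whether both numbers count the same thing is open.

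At 3 dpi, Fig. 1a shows about 77 induced and about 11 repressed transcripts, read by eye, against 120 and 33 called here. For induced transcripts, DESeq2 (107), a mean of at least 50 counts (90) and the fits without control replicate 3 (99), inoculated replicate 1 (76) or inoculated replicate 2 (114) came within 1.5 times, and the other planned settings did not. For repressed transcripts only the fit without inoculated replicate 1 (15) did. At 12 dpi, Fig. 1a shows about 810 induced and about 170 repressed transcripts, read by eye, against 392 and 10. For induced transcripts DESeq2 (561), the fit of all 12 libraries (715) and the fit without control replicate 6 (711) came within 1.5 times, and for repressed ones only the fit without control replicate 6 (131). DESeq2 on all 12 libraries, chosen after seeing the values, gave 53 and 723 induced transcripts, which are within 1.5 times, and 5 and 102 repressed ones, which are not, and dropped 34 of the paper's 88 deposited calls at 3 dpi and 234 of its 978 at 12 dpi.

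The paper describes the detected ascorbate peroxidases as repressed. Of 8 tested at 12 dpi, edgeR's quasi-likelihood test called 0, with 3 repressed at an unadjusted p under 0.05, and DESeq2 called 0. No filter on low counts, the fit of all 12 libraries and the fit without control replicate 6 each called 2 as repressed. With DESeq2 on all 12 libraries, chosen after seeing the values, APXT was called and 2 of the 3 such calls in the deposited table were dropped. Lipoxygenase, allene oxide synthase and salicylate methyltransferases are listed by the paper as coregulated at both time points. CYP74A was called at 3 dpi (log2 fold change 1.36) and not at 12 dpi (1.40, adjusted p = 0.087), where DESeq2, no filter on low counts, the fit of all 12 libraries, a false discovery rate of 0.1 and the fit without inoculated replicate 4 called it. LOX2 was called at neither. At 3 dpi the adjusted p alone and the fits without control replicate 2 or inoculated replicate 2 or 3 called it, and at 12 dpi no filter on low counts did. Of 3 transcripts described as like lipoxygenase 2, 1 was called at 3 dpi and the other two at 12 dpi. The fit without inoculated replicate 3 and the adjusted p alone called 2 of them at both, and the fit without control replicate 2 called 1 of these. In the authors' deposited table LOX2 and 1 of the 3 are called at both. With DESeq2 on all 12 libraries, chosen after seeing the values, CYP74A was called at both time points and LOX2 at 12 dpi, and 1 deposited call of these genes was dropped, as was the deposited 3 dpi call of the transcript like lipoxygenase 2. Among methyltransferases, BSMT1 was called only at 3 dpi and only with the adjusted p alone (log2 fold change 0.89). Called at both, and chosen after their values were seen, were At5g38780 (1.86 and 2.23) and At5g37970 (1.52 and 1.56), described as probable S-adenosylmethionine-dependent methyltransferases without a named substrate, so whether they are those of the paper is not known. Their 12 dpi calls were lost without control replicate 4 or inoculated replicate 4, 5 or 6. TIFY9, a JAZ protein, was called at both.

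According to the paper, more hormone-related transcripts were activated at 12 dpi than at 3 dpi. For jasmonic acid synthesis and perception, 8 were called at 3 dpi and 7 at 12 dpi. DESeq2 (8 and 11), no filter on low counts (8 and 15) and the fit of all 12 libraries (3 and 12) called more at 12 dpi, as did the fits without inoculated replicate 1 (4 and 7) and without control replicate 6 (8 and 10). So did DESeq2 on all 12 libraries (6 and 13), chosen after seeing the values, which dropped 2 of the deposited calls of this class. The authors' deposited table holds 8 and 13 calls of it. The paper reports a single myrosinase-associated protein as induced at 3 dpi, and 2 were called here by description. DESeq2, a mean of at least 50 counts and the fit without inoculated replicate 1 called 1. The authors' deposited table holds 0 calls of this class by description at 3 dpi, so the paper's gene may lie outside it. For the transcript that changed in opposite directions, Fig. 1b shows induction at 3 dpi and repression at 12 dpi. CHB4 was the only such transcript here, with log2 fold changes of -1.50 at 3 dpi and 3.31 at 12 dpi. The authors' deposited table has the direction found here, with 1 transcript lower at 3 dpi and higher at 12 dpi and 0 the other way. From RT-qPCR, the paper describes CBP60g as low in this line throughout, while in the MACE libraries it rose by 1.48 on the log2 scale at 12 dpi, where the paper's own MACE result also has it induced.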

Other observations

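The tests of explanations were chosen after the results were seen, and the leave-one-out fits were planned. More transcripts were called at 12 dpi (402) than at 3 dpi (153) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For either count, 1 of 10 splits, the real one, was as large, and 10 splits are too few to exclude chance. For the 13 transcripts called at both, 1 of 100 pairs of splits was as large, but the other splits of either time point gave 0 calls, so the pairs add nothing and chance is not excluded by them. Median totals at 3 dpi were 1.41 times those at 12 dpi, so a lack of depth at 3 dpi does not account for the lower number. Without the 100 most counted transcripts, 400 were called at 12 dpi, so a few abundant transcripts do not account for the higher one. For gene classes, as many were called in 2 of 10 splits at 3 dpi and in 7 of 10 at 12 dpi, so chance cannot be excluded for their numbers.

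Control replicate 6 lay apart from the other 12 dpi controls. Thinned to 5145430 tags, the total of replicate 5, it correlated across transcripts with them at r = 0.924 at most, and without the 100 most counted transcripts at 0.925, against 0.968 between the other two, so neither depth nor a few transcripts account for this. Transcripts are not independent replicates. With the other controls at 0 and inoculated leaves at 1, its median position over 701 responding transcripts was 0.19, while inoculated libraries of 12 dpi, placed in the same way, lay from 0.87 to 1.21. This argues against inoculated leaves under a wrong label, although replicate 6 correlated with inoculated replicate 4 (r = 0.930) as highly as with any control of 12 dpi (0.928). With 3 dpi controls at 0 and the other 12 dpi controls at 1, its median position over 1577 transcripts was 0.51 (quartiles 0.23 and 0.81), which argues against 3 dpi leaves under a wrong label. A mixture of both kinds of control would lie between them, but 112 of 7017 abundant transcripts lay more than 2-fold beyond the range of the other 5 controls, against 34 in the next library. Chlorophyll a-b binding proteins held 7.41% of its tags, against 2.34% and 2.82% in replicates 4 and 5 and 7.89% to 8.69% at 3 dpi. A leaf of another age or handling may be the source and was not tested.

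The deposited table holds 80 transcripts that pass the paper's thresholds as higher in inoculated leaves and 8 as lower at 3 dpi, and 811 and 167 at 12 dpi, which are the authors' calls. For 3 of these at 3 dpi and 2 at 12 dpi, each without a tag in any control, the fold change is an error text. Counted as repressed, they give 77 induced and 11 repressed transcripts at 3 dpi and 809 and 169 at 12 dpi, which match Fig. 1a as read by eye, so such a count is a candidate explanation of the figure. Of the calls here, 77 of 153 and 382 of 402 are also calls in the deposited table, each in the same direction. The deposited p-values correlated across transcripts, on the log10 scale, with DESeq2 on all 12 libraries at r = 0.959 at 3 dpi and 0.985 at 12 dpi, and with DESeq2 on the 6 libraries at 0.778 and 0.969. In all, 780 transcripts have no deposited p-value. Such a transcript held a median of 92.2% of its tags in its highest library, against 19.9% of the others, which is consistent with a filter on counts far above the rest.

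Transcripts of the plastid genome were lower in inoculated leaves at 3 dpi. Of 80 tested, 70 were lower, 4 were called as repressed, and the median log2 fold change was -0.54, or -0.55 with size factors by the median of ratios. Camera gave p = 3.8e-29 for this list, and p was 0.049 with an estimated correlation and 0.073 with fry. The mean share of control libraries was 1.37 times that of inoculated ones, while control libraries of 3 dpi differed among themselves by 1.5-fold, so an effect of inoculation and a difference between libraries in captured plastid RNA cannot be told apart. At 12 dpi the median of 73 such transcripts was 0.40, or 0.39 with size factors by the median of ratios, where camera gave p = 1.6e-05, and p was 0.31 with an estimated correlation and 0.16 with fry.

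Nuclear transcripts of photosynthesis were lower in inoculated leaves at 12 dpi, with 34 of 34 lower and a median log2 fold change of -0.64 (1 called). Without control replicate 6 the median was -0.02, so this library is a candidate source of the decrease. At 3 dpi, 33 of 34 were lower, with a median of -0.16.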
